# Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil

**DOI:** 10.1128/mbio.00404-25

**Published:** 2025-05-30

**Authors:** Ryan McClure, Albert Rivas-Ubach, Kim K. Hixson, Yuliya Farris, Marci Garcia, Robert Danczak, Michelle Davison, Vanessa L. Paurus, Janet K. Jansson

**Keywords:** soil microbiome, model soil consortium-2, chitin, chitin decomposition, multi-omics, metabolomics, metatranscriptomics, metaproteomics

## Abstract

Soil microorganisms interact to carry out decomposition of complex organic carbon and nitrogen compounds, such as chitin, but the high diversity and complexity of the soil microbiome and habitat have posed a challenge to elucidating such interactions. Here, we sought to address this challenge by analysis of a model soil consortium (MSC-2) consisting of eight soil bacterial species. Our aim was to elucidate the specific roles of the member species during chitin metabolism. Samples were collected from MSC-2 incubated in chitin-enriched soil over 3 months. Multi-omics was used to understand how the community composition, transcripts, proteins, and chitin decomposition shifted over time. The data clearly and consistently revealed a temporal shift during chitin decomposition with defined contributions by individual species. A *Streptomyces* genus member (sp001905665) was a key player in early steps of chitin decomposition, with other MSC-2 members being central in carrying out later steps. These results illustrate how multi-omics applied to a defined consortium untangles the interactions between soil microorganisms.

**IMPORTANCE:**

Although soil microorganisms carry out decomposition of organic matter in soil, the details are unclear due to the complexity of the soil microbiome and the heterogeneity of the soil habitat. Understanding carbon decomposition is of vital importance to determine how the soil carbon cycle functions. This is especially important with regard to understanding the fertility of soils and their ability to support plant growth. To overcome these challenges, we investigated in considerable detail a model soil community during its decomposition of a typical soil organic molecule—chitin. By using a multi-omics approach, we were able to decipher community interactions during chitin breakdown. This information provides a basis for understanding how more complex soil microbial communities interact in nature.

## INTRODUCTION

Prior work has shown that the cycling of soil organic carbon is driven in large part by a complex network of interactions among soil microbial species (1). However, the individual interactions between specific soil microorganisms during carbon decomposition are largely unknown. This knowledge gap is compounded by the heterogeneity of the environment, the high soil microbial diversity (2), as well as functional redundancy that results in several different species contributing to decomposition in a complex web of interactions (3).

Organic polymers, such as lignin, cellulose, and chitin, can be difficult to decompose compared to simpler monomers (4). While their abundance means that enzymes to decompose them are widespread in the environment (5), they require extracellular processing and hydrolysis before the resulting smaller subunits can be imported into the cell for metabolic processing. Here, we focused on filling this knowledge gap for the decomposition of chitin, the second-most abundant organic compound on the planet, after cellulose (6). In soil, chitin is introduced as part of insect exoskeletons and fungal cell walls (6). Studies in aquatic systems (7, 8) have revealed that chitin can be degraded by direct enzymatic hydrolysis of the glycosidic bonds linking N-acetylglucosamine units. Alternatively, chitin may be first deacetylated to chitosan and then deaminated. However, much less is known about the individual steps involved in chitin decomposition in soil or how species may interact to decompose chitin as a community.

Recently, a model soil consortium (MSC-1) was developed through natural evolution of the soil microbiome using chitin as a substrate and dilution and passaging to reduce the complexity (9). Subsequently, eight species were isolated from MSC-1 and combined to comprise a synthetic community named Model Soil Consortium-2 (MSC-2) (10, 11). MSC-2 includes the following species/strains: *Streptomyces* sp001905665 strain 001, *Neorhizobium tomejilense* strain 005, *Dyadobacter* sp. strain 007, *Sphingopyxis* sp. strain 008, *Ensifer adhaerens* strain 011, *Variovorax beijingensis* strain 012*, Sinorhizobium meliloti* strain 014, and *Rhodococcus* sp003130705 strain 016 (numbered based on the order of isolate collection in a previous publication (10)).

MSC-2 was previously characterized during chitin decomposition in liquid culture (10, 11). Genome models revealed that the different species had different enzymatic capabilities for chitin degradation. Although the data obtained were valuable in defining contributions of MSC-2 species to chitin decomposition in the liquid medium, they did not necessarily reflect interactions that could occur in soil. Soil provides a solid matrix and microniches that can facilitate or impede reactions between community members (12, 13). The MSC-2 isolates were originally obtained from an arid grassland field soil. Therefore, we hypothesized that the addition of the eight strains back to their original source soil would best approximate how the species would interact as chitin is decomposed over time in the soil environment in nature. Because each of the eight species has been genome-sequenced, we were able to integrate a variety of -omics data (amplicon sequencing, metatranscriptomics, and metaproteomics) to follow each strain and their expression of RNA transcripts and proteins during incubation in the natural soil environment over 12 weeks with data collected and compared at four discrete time points. In addition, we deployed metabolomics to follow chitin degradation products. These data enabled us to map the pathway for chitin decomposition by a defined community of bacteria in soil. This study is one of the first to determine and define specific interspecies microbial metabolic dynamics in a soil environment over time using a multi-omics approach. The approach that we demonstrate here, using a well-characterized, reduced complexity community examined under soil conditions, will be a useful approach for exploring how specific members of the soil microbiome cycle carbon in different soil ecosystems and how carbon cycling is impacted by a changing environment.

## RESULTS

### Dynamics of MSC-2 during incubation of soil with chitin

The eight MSC-2 strains were incubated in sterile field soil containing chitin (500 ppm) as a substrate (Fig. S1). The MSC-2 inoculum was added at two doses: 10^9^ and 10^8^ cells/gram of soil (Table S1). DNA, RNA, proteins, and metabolites were collected after 0, 4, 8, and 12 weeks of incubation in soil. All data comparisons and conclusions were focused on these four soil time points.

There was an initial increase in DNA yield after inoculation, suggesting cell growth: 19-fold with 10^8^ cells per gram and threefold with 10^9^ cells per gram (Fig. S2). The increase in DNA yield could reflect growth on the supplemented chitin substrate and/or cryptic growth on dead soil biomass. Changes in the difference in increases in DNA yield at different inoculation levels may also reflect the carrying capacity of the soil for microbial biomass. When comparing 4 to 8 weeks of incubation, DNA levels increased by an additional twofold in soil inoculated with 10^8^ cells but decreased by 30% in soils inoculated with 10^9^ cells. Subsequently, the DNA levels decreased by 46% and 40% in soils inoculated with 10^8^ cells or 10^9^ cells per gram of soil, respectively, suggesting that cell death occurred as chitin was consumed (supported by our metabolomics data below).

16S rRNA gene sequencing revealed that the vast majority of recovered nucleic acids originated from the MSC-2 inoculum, with negligible background DNA from other species (Table S2), and minimal relic DNA in uninoculated soil controls (Fig. S2), highlighting the fact that the soil was successfully sterilized at the start of the experiment. The species representation in the MSC-2 inoculum was relatively even at the beginning of the experiment; thus, all species began at the same “starting line” (Fig. S3). The species composition of MSC-2 changed during the incubations with both the high (Fig. 1) and low inoculum doses (Fig. S4) based on our 16S data. Because both doses had similar taxonomic compositions at the start of the experiment, and because samples with 10^9^ cells per gram of soil had higher yields of DNA (as well as RNA and protein, see below), we focused on the higher dose for subsequent analyses. Note that only genus designations are used below for each of the MSC-2 species to simplify the text. All 16S rRNA data from all samples are in Table S3.

**Fig 1:**
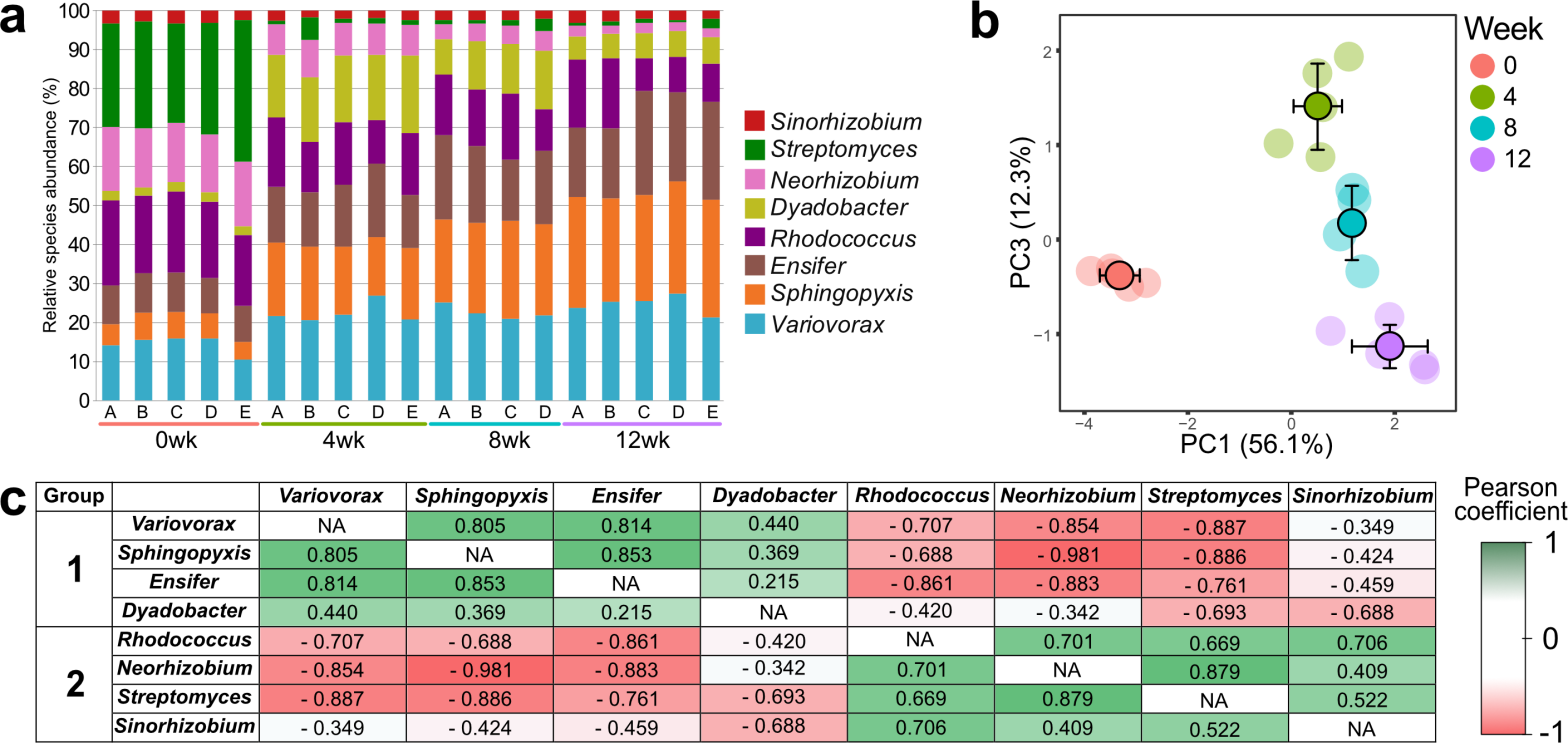
Model Soil Consortium-2 (MSC-2) species dynamics during chitin decomposition. (**a**) Relative species abundance in five replicate soil samples (**a–e**), over 0, 4, 8, and 12 weeks of incubation using 16S data. (**b**) Principal component (PC) 1 vs PC2 of the score plot of the principal component analysis (PCA) showing community composition shifts over incubation periods (0 = 0 weeks, red; 4 = 4 weeks, green; 8 = weeks, blue; 12 = 12 weeks, purple). Faded dots represent the individual samples, and deep colored dots with black outlines represent the average value (error bars ± SD) for each of the incubation periods on the plane defined by the PC1 vs PC2. (**c**) Pearson coefficients of positive (green) and negative (red) interactions between MSC-2 species during 12 weeks of incubation.

The MSC-2 species composition shifted initially when comparing 0 to 4 weeks of incubation at 20°C (Fig. 1). Note that this shift also included a 5-day preincubation at 4°C. The preincubation was included to mimic conditions required for future studies of MSC-2 under conditions on the International Space Station (ISS), which requires time to transport samples from the ground to the ISS (see Materials and Methods). Therefore, chitin decomposition may have been initiated prior to the first sampling point. Because the parent chitin compound cannot be measured using our instrumentation, we focused on microbial shifts in abundance that occurred during processing of chitin degradation intermediates.

At subsequent time points, the MSC-2 species composition continued to shift with chitin metabolism (Fig. 1b), but the magnitude of the change was less than that seen when comparing 0 to 4 weeks of incubation (Table S4). Species that increased in relative abundance from 0 to 4 weeks were *Dyadobacter, Variovorax, Sphingopyxis,* and *Ensifer,* while those that decreased in abundance were *Streptomyces, Neorhizobium,* and *Sinorhizobium* (Fig. 1a; Table S4). When comparing 4 weeks to 12 weeks of incubation, *Sphingopyxis* and *Ensifer* continued to increase in relative abundance, while *Neorhizobium* continued to decline in relative abundance. By contrast, *Dyadobacter*, while initially showing a large increase in the relative abundance from 0 to 4 weeks, subsequently declined. All the shifts described above were statistically significant with a *P*-value of <0.05. We include absolute amounts of 16S rRNA reads from each species in Fig. S5 and one-way ANOVAs on the score coordinates of all PCA plots in Table S5.

To define which MSC-2 members were interacting with each other (either negatively or positively), the individual species abundances were compared across time points and replicates. This analysis showed that *Ensifer* was strongly positively correlated with both *Variovorax* and *Sphingopyxis*, with the latter two species also strongly correlated with each other (Fig. 1c). In addition, *Streptomyces* and *Neorhizobiu*m were strongly correlated with each other. By contrast, *Ensifer, Variovorax,* and *Sphingopyxis* were all negatively correlated with *Streptomyces* and *Neorhizobium*. Finally, *Rhodococcus* was negatively correlated with *Ensifer,* and *Sinorhizobium* was negatively correlated with *Dyadobacter*. All correlations described above were significant with an adjusted *P*-value of <0.05. These data revealed that the eight species could be clustered into two groups that had similar correlation profiles: each group with four species (Fig. 1c).

### Metatranscriptomics of MSC-2 in soil during chitin decomposition

The relative amount of RNA from each of the eight species was determined across the four time points (Fig. 2). 

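RNA of the 8 species was sequenced from soil that received chitin and the species at the higher of the paper's 2 doses, with 3 libraries at each of 0, 4, 8 and 12 weeks. The soil tubes were sampled destructively, so the libraries of different time points come from different tubes, and the replicate letters do not pair them. The authors aligned the reads to the 8 genomes together with the Burrows-Wheeler Aligner, counted them on predicted coding sequences with HTSeq and deposited the raw counts, without normalization. The counts cover 55592 coding sequences, here called genes, which are named by species prefix and number only. Gene names and lengths were not among the values used, so expression is given as counts or as counts scaled to a total of 1e6 (CPM). The total count per library ranged from 858776 to 6321713. Its median was 6031858 at 0 weeks, 2038958 at 4 weeks, 2102130 at 8 weeks and 1176806 at 12 weeks, so that a library of week 0 held 3.28 times as many counts at the median as a later library. A single Rhodococcus gene, G16_CDS.7394, took 37.8% of the counts of replicate D at 12 weeks and 13.7% or less of any other library in which it led. Between replicates, counts differed by more than counting noise alone gives, with a chi-square per degree of freedom from 7.48 to 24.2 over the 12 pairs of replicate libraries. The correlation of log2 CPM between the libraries of a pair, across genes, which are not independent replicates, lay between 0.562 and 0.946. Intervals on single counts therefore cover counting error only. DEGs were called for each species separately with edgeR's quasi-likelihood test on the 12 libraries, with TMM normalization within the species, and a DEG had a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change above 2, the limits the paper states. On simulated counts, with 200 genes changed 4-fold or 8-fold between 0 and 4 weeks, the same test recovered 148 of them, or 74% of those changed. It called 9 unchanged genes among the 22846 genes tested there. The simulation had the same dispersion at all time points of a species. Recovery of smaller changes, or with a spread that differs between time points, was not tested.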

The total alignment percentage of the RNA-seq data across all samples ranged from 91 to 95%. 

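The counts summed per library over all genes of a species differed most between Rhodococcus and Dyadobacter at the start of the incubation. At 0 weeks the mean was 2942414 counts for Rhodococcus, with a range from 2213000 to 3545175, and 46946 for Dyadobacter, with a range from 33361 to 59875. At 4 weeks these means were 910368 for Rhodococcus and 174637 for Dyadobacter, and at 12 weeks they were 787766 and 21398. Divided by the number of genes of each species, since gene lengths were not used, the counts per gene of Rhodococcus were 363 ± 83.4 (SD, n = 3) at 0 weeks, 112 ± 39.0 at 4 weeks, 145 ± 27.4 at 8 weeks and 97.3 ± 41.4 at 12 weeks, the highest mean of the 8 species at each time point. The counts per gene of Streptomyces were 40.1 ± 3.70 (SD, n = 3) at 0 weeks and 6.31 ± 2.98 at 4 weeks, 6.35 ± 3.07 at 8 weeks and 11.1 ± 10.6 at 12 weeks. Library totals were set by the sequencing depth as well as by the soil, so these counts compare species within a time point and not amounts of RNA between time points.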

We include absolute amounts of RNA from each species in Fig. S6. In contrast to the amplicon data, *Rhodococcus* had the highest relative transcript abundance over the time course of the study (Fig. 2a). 

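Rhodococcus took 52.2% ± 3.36 (SD, n = 3) of all gene counts at 0 weeks, 46.2% ± 17.8 at 4 weeks, 57.1% ± 6.01 at 8 weeks and 61.2% ± 8.61 at 12 weeks. The species with the next highest mean share was Neorhizobium at 0 weeks with 18.7%, Variovorax at 4 weeks with 21.9%, Variovorax at 8 weeks with 16.0% and Ensifer at 12 weeks with 12.4%. The share of Rhodococcus was the highest in 11 of the 12 libraries. The exception was replicate D at 4 weeks, in which Variovorax held 32.4% of the counts and Rhodococcus 25.7%. From 0 to 4 weeks the mean share of Rhodococcus moved by less than the spread between replicates (two-sided exact permutation test, p = 0.9, where the smallest p for 3 against 3 libraries is 0.1). Without the 10 most abundant genes of each species, Rhodococcus kept the highest mean share at all 4 time points. With the median CPM over the genes of a species in place of the sum, Rhodococcus stayed highest at 0 and 12 weeks, whereas Variovorax was highest at 4 and 8 weeks, where the share of Rhodococcus minus that of Variovorax was −17.1 and −4.77 percentage points.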

Like the species abundance data (Fig. 1), the largest changes in gene expressions occurred between 0 and 4 weeks (Fig. 2b; Table S6). For example, *Neorhizobium* transcripts had a relative abundance of ~20% at time 0 but decreased to ~3% at 4 weeks. This shift corresponded to a relative increase in *Dyadobacter* transcripts from ~3% at time 0 to ~15% at 4 weeks (Fig. 2a). 

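Summed over the 8 species, 23697 genes had enough counts to be tested. Between 0 and 4 weeks 14228 of them were DEGs (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted), of which 6871 were higher and 7357 were lower at 4 weeks. The comparison of 0 with 8 weeks gave 14387 DEGs and that of 0 with 12 weeks gave 13028. Between later time points there were 97 DEGs from 4 to 8 weeks, 820 from 4 to 12 weeks and 76 from 8 to 12 weeks. Against the 3 later time points combined, week 0 had 14801 DEGs. DESeq2, run on each species separately, called 17259 DEGs between 0 and 4 weeks, 199 from 4 to 8 weeks, 984 from 4 to 12 weeks and 247 from 8 to 12 weeks. The setting that moved the summed count from 0 to 4 weeks most was thinning the counts of every species at random to 6591 per library, the smallest total of any species in any library, which left 815 DEGs from 0 to 4 weeks and 84 from 4 to 12 weeks. Genes were singled out among the DEGs whose replicates did not overlap and that had at least 50 counts in each library of the higher time point, a limit on raw counts that falls from the deeper libraries of week 0 pass more easily. By the fitted fold change, the 2 largest rises were those of G16_CDS.65 and G7_CDS.4641 and the 2 largest falls those of G5_CDS.8275 and G5_CDS.1576, and the order within each pair changed with single libraries left out. G16_CDS.65 of Rhodococcus had a log2 fold change of 10.48 (standard error 0.56, adjusted p = 1.84e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 5.08 ± 2.24 (SD, n = 3) to 4545 ± 1490 CPM of the species. G7_CDS.4641 of Dyadobacter had 0 counts at 0 weeks and 1741 ± 641 (SD, n = 3) CPM of the species at 4 weeks, on the pooled counts 73.5-fold higher when the 0 is set against 3 counts over the 3 libraries, and 42.2-fold to 96.2-fold with a library left out. G5_CDS.8275 of Neorhizobium fell from 478 ± 428 (SD, n = 3) CPM of the species at 0 weeks to 0 counts at 4 weeks, on the pooled counts 29.9-fold lower with 3 counts over the 3 libraries as the floor, but 13.1-fold without replicate B of 0 weeks, which held 1312 of its counts at 0 weeks where replicates C and E had 311 and 124. G5_CDS.1576 of Neorhizobium fell from 399 ± 62.4 (SD, n = 3) to 0 counts, 22.1-fold lower on the same floor and 12.2-fold to 23.4-fold with a library left out, and without 0 weeks replicate B it had the larger fitted fall of the 2. The prefix gives the species, and no name was paired with these 4 genes.

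**Figure D1:**
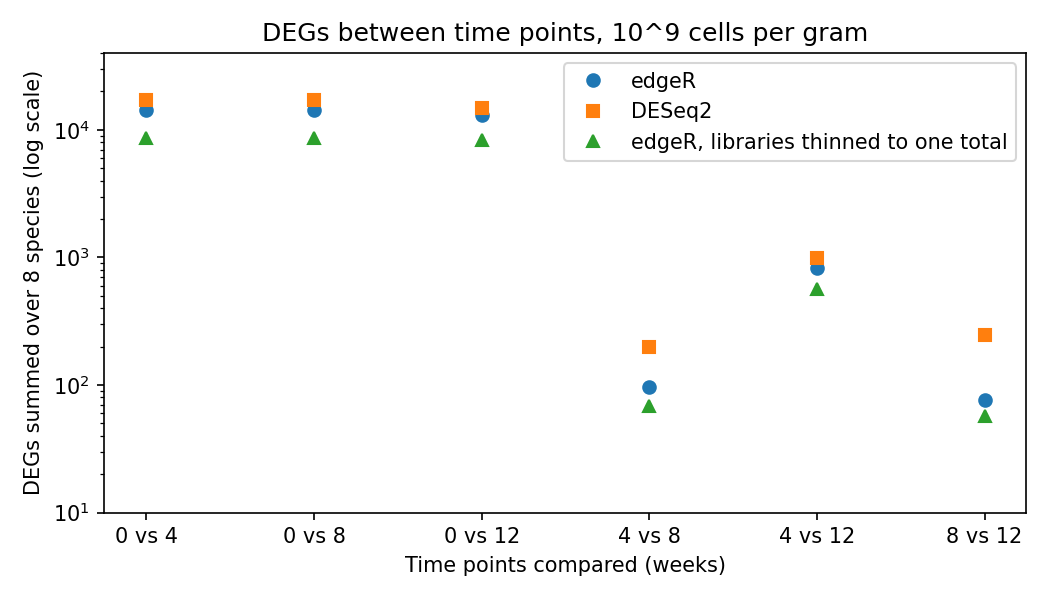
DEGs summed over the 8 species for each pair of time points, on a log axis, from edgeR (circles), from DESeq2 (squares) and from edgeR after every library was thinned to the smallest library total (triangles), a setting chosen after the library totals were seen. In each of the 3 settings every comparison with week 0 lies above every comparison between later time points.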

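In the gene counts the share of Neorhizobium was 18.7% ± 3.5 (SD, n = 3) at 0 weeks and 2.72% ± 1.4 (SD, n = 3) at 4 weeks, and it then stayed at 2.31% ± 0.85 at 8 weeks and 2.08% ± 0.53 at 12 weeks. Every library of week 0 lay above every library of week 4, which gives the smallest p that 3 against 3 libraries allow (two-sided exact permutation test, p = 0.1, adjusted over the 8 species by Benjamini-Hochberg 0.2). Against the 9 later libraries together, whose mean was 2.37%, the share fell by 16.3 percentage points (two-sided exact permutation test of 3 against 9 libraries, p = 0.00455, Benjamini-Hochberg adjusted over the 8 species 0.0364). Over the alternatives, the fall from 0 to 4 weeks kept its direction. It was 14.0 percentage points without 0 weeks replicate B and 17.4 without 0 weeks replicate C. With the median CPM over the genes of a species in place of the sum it was largest, with 18.4.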

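Dyadobacter held 0.857% ± 0.271 (SD, n = 3) of all gene counts at 0 weeks and 8.61% ± 3.62 (SD, n = 3) at 4 weeks, followed by 3.07% ± 1.66 at 8 weeks and 1.68% ± 1.29 at 12 weeks. Each library of week 4 was above each library of week 0, and the difference of 7.75 percentage points had the smallest p of this design (two-sided exact permutation test, p = 0.1, Benjamini-Hochberg adjusted over the 8 species 0.2). Replicate D had the highest share at 4 weeks, and without it the rise was 5.67 percentage points. Without the 10 most abundant genes of each species the rise was 4.36 percentage points. Against the 9 later libraries together, whose shares overlap with those of week 0, the difference was 3.60 percentage points (two-sided exact permutation test, p = 0.127, Benjamini-Hochberg adjusted over the 8 species 0.255). Variovorax rose more over the same interval, by 14.4 percentage points from 7.52% ± 0.85 (SD, n = 3), also without overlap between the libraries (two-sided exact permutation test, p = 0.1). Shares of a library sum to 100%, so they do not give amounts of RNA.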

The PCA plot of the samples also showed major shifts from week 0 to subsequent weeks with fewer changes at subsequent time points (Fig. 2b). 

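A principal component analysis was run on 55030 genes with at least 1 count, as log2 of the count divided by DESeq2's size factor of the species plus 1, each gene scaled to unit variance. PC1 held 31.9% and PC2 13.3% of the variance. The mean PC1 score was 229 ± 2.79 (SD, n = 3) at 0 weeks, −80.2 ± 13.5 at 4 weeks, −81.6 ± 11.4 at 8 weeks and −67.1 ± 8.06 at 12 weeks. On PC2, replicate D at 12 weeks lay at 272, whereas the other libraries lay between −65.0 and 13.2. This library had the fewest counts, 858776, and the fewest genes with counts, 31577. No profile was computed at equal depth, so the part of depth in these scores and in the distances was not tested. On the unscaled values, the Euclidean distance between libraries of 0 and 4 weeks was 430 ± 13.6 (SD over 9 pairs of libraries). It was 266 ± 16.2 between 4 and 8 weeks and 309 ± 35.8 between 8 and 12 weeks. Replicates of the same time point were 167 ± 10.1 (SD over 3 pairs) apart at 0 weeks, 272 ± 9.67 at 4 weeks, 256 ± 10.9 at 8 weeks and 349 ± 35.7 at 12 weeks, so the distances between 4 and 8 and between 8 and 12 weeks each lay between the replicate distances of the 2 time points. The pseudo-F of a permutational multivariate analysis of variance was 8.92 for 0 against 4 weeks (exact permutation test, p = 0.1, the smallest possible), 1.05 for 4 against 8 weeks (p = 0.2) and 1.08 for 8 against 12 weeks (p = 0.3). With only the genes kept by the filter on low counts, the last 2 were 1.30 and 1.34 (exact permutation test, p = 0.1 for each, the smallest possible). For week 0 against the 9 later libraries the pseudo-F was 7.82 (exact permutation test, p = 0.00455, the smallest possible).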

The observation that RNA profiles do not change dramatically after the initial shift from 0 to 4 weeks contrasts with our 16S rRNA sequencing data (Fig. 1), as well as subsequent analyses of proteins and metabolites (Fig. 3 and 4), where moderate changes continued to take place throughout the experiment. We hypothesize that the rapid response of bacterial species to new stimuli at the RNA level, a response that is likely faster than changes in abundance or shifts in proteins or metabolites, is the main driver of this observation (14).

**Fig 2:**
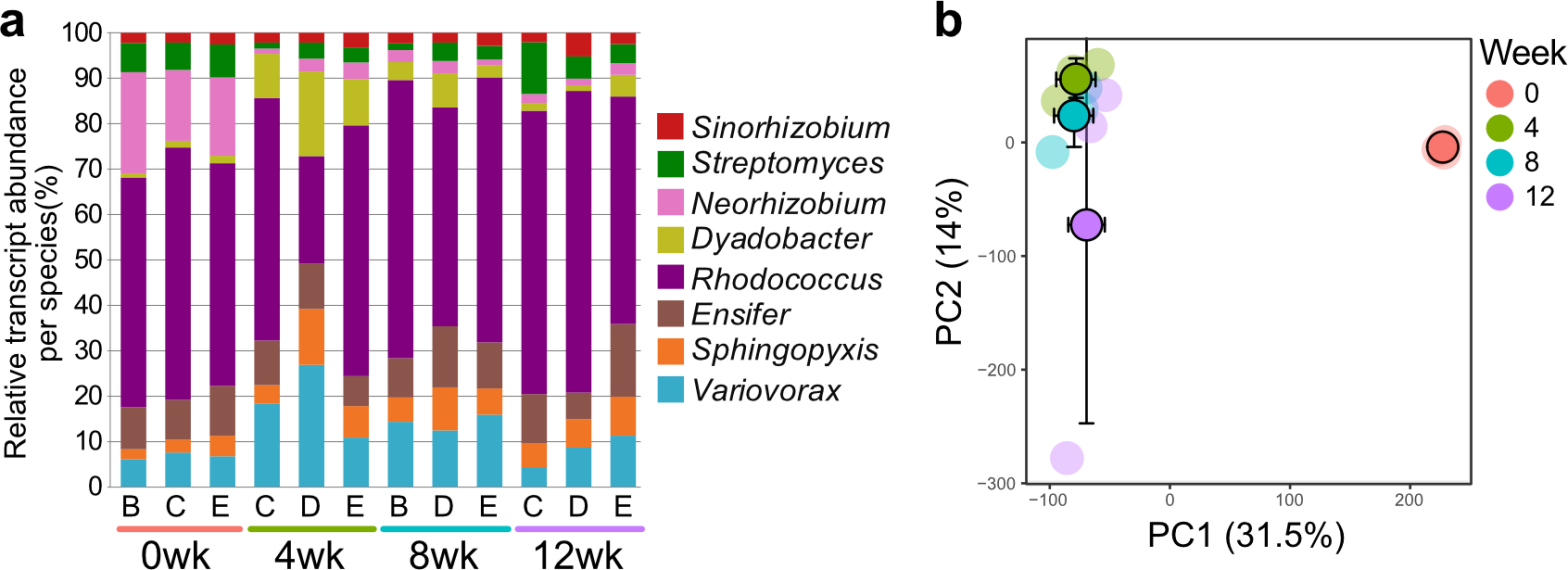
Gene expression by MSC-2 consortium members during the 12 week incubation with chitin in soil. (**a**) Relative transcript abundance of MSC-2 species over 1, 4, 8, and 12 weeks of incubation. Letters below each column correspond to one of three sample replicates. (**b**) PC1 vs PC2 of the score plot of the PCA showing shifts in MSC-2 consortium transcripts over weeks of incubation: 0 weeks (red), 4 weeks (green), 8 weeks (blue), and 12 weeks (purple). Faded dots represent the individual samples, and deep colored dots with black outlines represent the average value (error bars ± SD) for each of the incubation periods on the plane defined by the PC1 vs PC2.

**Fig 3:**
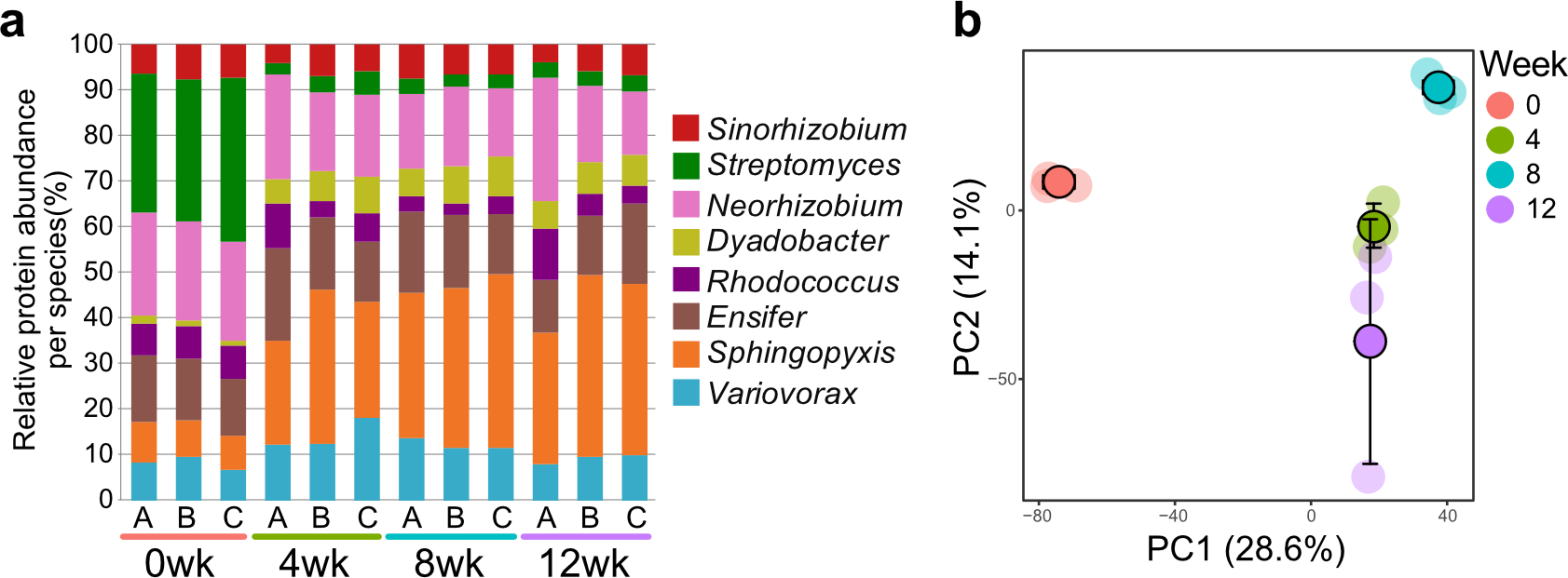
Shifts in MSC-2 protein types and abundances over 12 weeks of incubation with chitin in soil. (**a**) Relative protein abundances for individual MSC-2 species over 12 weeks of incubation: 0 weeks (red), 4 weeks (green), 8 weeks (blue), and 12 weeks (purple). Letters below columns correspond to individual replicates. (**b**) PC1 vs PC2 of the score plot of the PCA resulting from the proteomics data of all incubation time periods. Faded dots represent individual samples, and deep-colored dots with black outlines represent the average value (error bars ± SD) for each of the incubation periods on the plane defined by the PC1 vs PC2.

**Fig 4:**
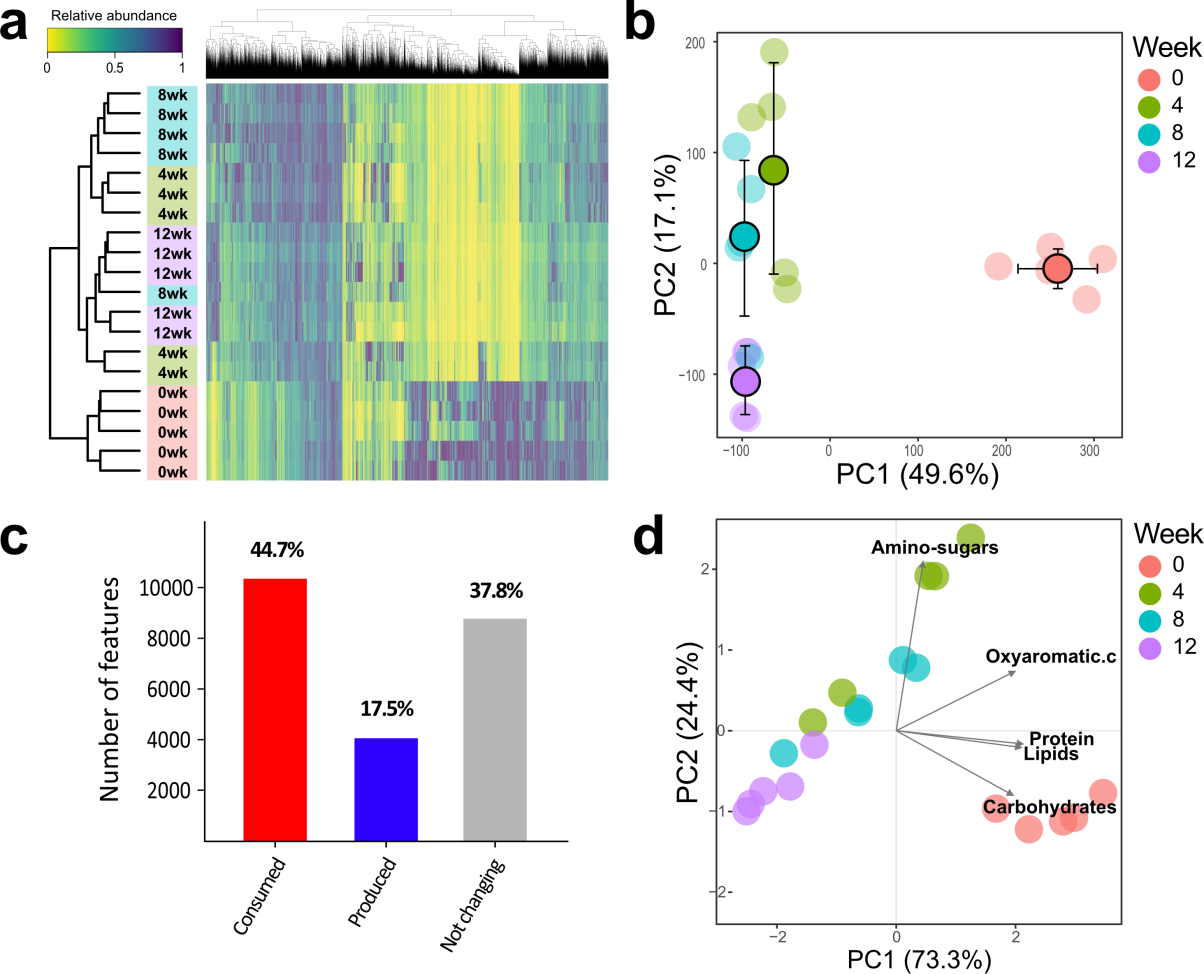
Shifts in metabolites over 12 weeks of incubation in soil. (**a**) Hierarchical clustering of both metabolomic features (top) and MSC-2-inoculated samples across incubation weeks (left) coupled to a heatmap with the relative abundance of the metabolomic features in each sample. The most abundant features are shown in dark blue, while low-abundance features are shown in yellow. Weeks of incubation: 0 weeks (red), 4 weeks (green), 8 weeks (blue), and 12 weeks (purple). (**b**) PC1 vs PC2 of the score plot of the PCA resulting from the metabolite fingerprints of all incubation weeks. Faded dots represent individual samples, and deep-colored dots with black outlines represent the average values (error bars ± SD) for each of the incubation weeks along the PC1 and PC2. (**c**) Relative number of metabolomic features with reduced (consumed) and increased (produced) relative abundances and not changing (*P*-value > 0.05) between 0 and 12 weeks. (**d**) PC1 vs PC2 of the PCA biplot resulting from a data set including the total abundances of features classified as amino-sugars, oxyaromatic compounds, protein, lipids, and carbohydrates.

There were large differences between species with respect to their differentially expressed genes (DEGs) (Table S6). 

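Of the genes of each species, those with enough counts for a test ranged from 1118 of 6708 in Dyadobacter to 5686 of 8096 in Rhodococcus. Between 0 and 4 weeks the DEGs (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted within each species) numbered 3895 in Rhodococcus, 2722 in Ensifer, 2512 in Variovorax, 1287 in Neorhizobium, 1282 in Sphingopyxis, 929 in Streptomyces, 902 in Sinorhizobium and 699 in Dyadobacter. In Rhodococcus 1794 of them were higher and 2101 lower at 4 weeks, and in Dyadobacter 366 were higher and 333 lower. DESeq2 called 1796 higher and 2397 lower in Rhodococcus, and 491 higher and 641 lower in Dyadobacter. In Dyadobacter DESeq2 called more genes in both directions, and whether most DEGs were higher or lower changed with the test. With DESeq2 in place of edgeR the count rose most in Neorhizobium, to 2376, and least in Sphingopyxis, to 1286.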

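As a share of all genes of the species in the counts, Rhodococcus had 48.1% DEGs between 0 and 4 weeks, Variovorax 38.9% and Ensifer 36.7%. Sphingopyxis followed with 28.3%, Neorhizobium with 15.4% and Sinorhizobium with 14.4%. These shares have all genes of the species as their base, so a gene with too few counts for the test counts as no DEG. Rhodococcus, Variovorax and Ensifer were the 3 highest in 21 of 25 alternatives. The exceptions were normalization over all species of a library at once and the 3 settings in which the counts of all species were thinned to one total.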

After normalizing for the size of the genome, *Rhodococcus, Variovorax,* and *Ensifer* had the highest percentage of DEGs, when comparing 0 to 4 weeks (55%, 41%, and 40% of genes were DEGs, respectively). However, these species showed some of the smallest changes in species abundance over time. In contrast, *Streptomyces and Dyadobacter* had the fewest DEGs (18% and 16%, respectively), although they showed the greatest changes in abundance over time—both initially increasing and then declining. 

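Streptomyces had 12.0% DEGs between 0 and 4 weeks and Dyadobacter 10.4%, the lowest shares of the 8 species. DESeq2 gave 15.5% for Streptomyces and 16.9% for Dyadobacter, so the order of the 2 species changed with the test. It also changed in edgeR without replicate B or without replicate E of 0 weeks, and with whole-community normalization Sinorhizobium was the lowest. Streptomyces held 23754 counts in its smallest library of week 4, and this was the smallest total of any species in the libraries of 0 and 4 weeks. After every species in these 6 libraries was thinned to that number, a setting chosen after the library totals were seen, Dyadobacter had 3.07% DEGs, Streptomyces 3.89%, Rhodococcus 4.26%, Neorhizobium 4.42%, Variovorax 5.79%, Sinorhizobium 5.83%, Ensifer 6.54% and Sphingopyxis 8.06%. Under the thinning to 6591 counts per species, Streptomyces was second highest, with 1.98% DEGs, Rhodococcus second lowest, with 1.2%, and Dyadobacter lowest, with 0.880%. Only the total of a species was matched, and genes that take much of it leave fewer counts for the others. The base stayed all genes of the species, so the order at one total also reflects how many genes passed the filter. At 23754 counts, 398 of 8096 Rhodococcus genes were tested and 345 were DEGs. In Sphingopyxis 540 of 4528 were tested and 365 were DEGs.

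**Figure D2:**
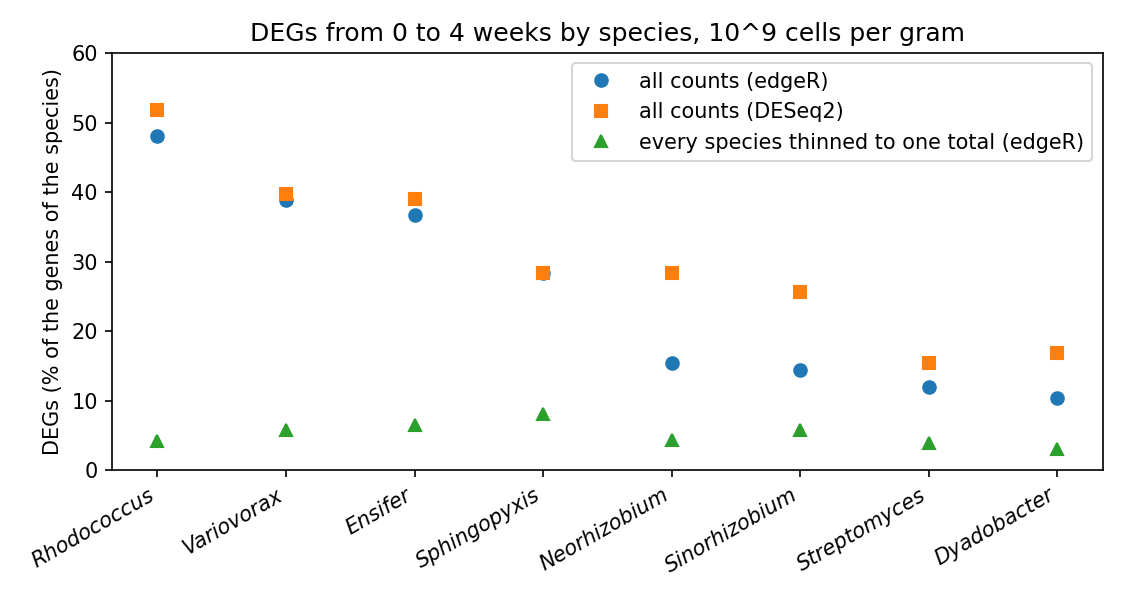
DEGs from 0 to 4 weeks as a percentage of the genes of each species, from edgeR on all counts (circles), from DESeq2 on all counts (squares) and from edgeR with all 8 species thinned to one total (triangles). With all counts edgeR's values span 10.4% to 48.1%, and at one total 3.07% to 8.06%.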

When comparing 4 to 12 weeks, the number of DEGs for all members was far less than that seen at 0 to 4 weeks (Table S6), indicative of a decline in gene regulation as cells became more acclimated to their new soil environment and chitin substrates became depleted. 

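From 4 to 12 weeks each of the 8 species had fewer DEGs than from 0 to 4 weeks, with counts (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted within each species) of 213 in Neorhizobium, 202 in Variovorax, 152 in Rhodococcus, 116 in Ensifer, 61 in Sinorhizobium, 48 in Sphingopyxis, 26 in Dyadobacter and 2 in Streptomyces. Of the 820 in all, 264 were higher and 556 lower at 12 weeks, which is 32.2% higher, and with whole-community normalization 7.89% of 3775 DEGs were higher, while with the counts of every species thinned to 6591 it was 56.0% of 84. The summed DEGs from 0 to 4 weeks were 17.4 times those from 4 to 12 weeks. Over all settings tried, this ratio stayed between 4.68, with whole-community normalization, and 31.7, without replicate D of 12 weeks. On the simulated counts, where the changes of the 200 genes were undone by 12 weeks, the test recovered 122 of them, or 61%, between 4 and 12 weeks. These counts had the same spread at all time points of a species. Between real replicates, log2 CPM correlated across genes with an r of 0.922 to 0.946 at 0 weeks and of 0.562 to 0.7505 at 12 weeks. The 61% therefore does not give the share of real changes found after 4 weeks. From the lower number of DEGs after 4 weeks the paper proposes that gene regulation declined as the cells became acclimated to the soil and the chitin was used up.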

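In percent of the genes of the species, the DEGs from 4 to 12 weeks were highest in Variovorax, with 3.12%, and Neorhizobium, with 2.55%, followed by Rhodococcus, with 1.88%, and Ensifer, with 1.56%. Sphingopyxis had 1.06%, Sinorhizobium 0.971%, Dyadobacter 0.388% and Streptomyces 0.0259%. Without edgeR's adjustment for multiple tests, 137 genes of Streptomyces and 169 of Dyadobacter had an unadjusted p of at most 0.05. These counts depend on single libraries. Without replicate C of 12 weeks the DEGs of Rhodococcus fell from 152 to 38, and without replicate B of 0 weeks, which is not one of the libraries compared, they rose to 272. In Variovorax, leaving out replicate D of 12 weeks gave 77 DEGs. Variovorax and Rhodococcus were the 2 highest in 7 of 25 alternatives, among them DESeq2, in which Rhodococcus had 3.05%. In Streptomyces 2 DEGs by edgeR stood beside 3 by DESeq2.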

Comparing 4 to 12 weeks of incubation, *Variovorax* and *Rhodococcus* had the highest percentage of DEGs (6.1% and 5%), while *Sinorhizobium* and *Streptomyces* had the lowest percentage of DEGs (0.12%, 7 genes and 0.53%, 38 genes, respectively).

### Metaproteomics of MSC-2 in soil during chitin decomposition

The metaproteome data were used to determine proteins involved in chitin decomposition that were produced by the eight MSC-2 species during the incubation (Table S7). At time 0, samples from soil inoculated with 10^8^ cells per gram of soil had a lower protein yield compared to the samples with 10^9^ cells per gram, reflecting the tenfold differences added in cell biomass. (Fig. S7). This corresponds to our DNA analysis above where soil inoculated with 10^8^ cells has less DNA at weeks 0, 4, and 8 compared to soil inoculated with 10^9^ cells per gram of soil (Fig. S2).

When focusing on the higher inoculum dose at the individual species level, *Streptomyces* had the highest relative amount of assigned proteins at week 0 (Fig. 3a), when it also had the highest relative abundance (Fig. 1). *Streptomyces* relative protein abundance subsequently declined between 0 and 4 weeks (11-fold), with corresponding increases in relative amounts of *Sphingopyxis* (fourfold) and *Dyadobacte*r (sixfold) proteins. There were also 1.5-fold decreases in relative protein abundances for *Neorhizobium* and *Variovorax* (Fig. 3a). Smaller shifts in relative protein abundances occurred between subsequent time points (Fig. 3). The PCA of the protein data set revealed that the 0 week time point was the most dissimilar and clustered separately from the other time points, which were separated along PC2 (Fig. 3b).

### Metabolite analyses in soil during chitin decomposition

There were significant differences in overall metabolite compositions between consecutive weeks. Similar to the other omics analyses, hierarchical clustering and PCA analyses of metabolite data showed the largest change between week 0 and consecutive weeks (Fig. 4a and b). Analyses of individual features between 0 and 12 weeks revealed that 44.7% of the features were reduced in abundance (consumed) over time, 17.5% were produced (bacterial metabolism products), and 37.8% did not undergo changes (*P*-value > 0.05) (Fig. 4c). The PCA with compound classes (Fig. 4d) showed an overall higher abundance of amino sugars at 4 weeks. This finding could be explained by the accumulation of the chitin monomer, N-acetylglucosamine, as chitin levels likely dropped over time due to metabolism, but the production of these molecules by other species, irrespective of chitin breakdown, cannot be fully discounted. The relative abundances of the other compound classes were highest at week 0 and declined over time (Fig. 4d; Fig. S8), indicative of consumption of the added chitin substrate and decomposition of cellular components from the added inoculum. Regarding individual metabolomic features, 26% of all detected features underwent significant changes (*P*-value < 0.05) between 0 and 4 weeks. This percentage decreased to 7.6% and 7.2% when comparing 4 to 8 weeks and 8 to 12 weeks, respectively (Table S8).

Principal component analysis (PCA) of metabolite fingerprints for all control and inoculated samples revealed that the control samples clustered together with the 0 week inoculated samples along principal component (PC) 1 (Fig. S9). One-way ANOVA on the score coordinates did not reveal significant clustering between control samples at different weeks along both PC1 and PC2 of the PCA as well as in a PCA performed solely with the controls (Fig. S9). Analysis performed with the metabolomic fingerprints of control samples of consecutive measured weeks (0 versus 4 weeks; 4 versus 8 weeks; 8 versus 12 weeks) showed no significant differences (Table S8). These results indicate that the composition of the natural soil organic matter, in terms of abundance and compound diversity, did not change across time in the absence of the inoculum. Therefore, metabolite differences between measured weeks in inoculated samples were driven only by the inoculum.

### Multi-omic analysis of the chitin decomposition pathway

#### Metatranscriptome data

The RNA-sequence reads were normalized via RPKM to compare the expression by each species/gene at each time point (Fig. 5a). *Streptomyces* emerged as the initiator of chitin polymer degradation, followed by *Dyadobacter* (Fig. 5a). Specifically, both species presented upregulation of transcripts for extracellular chitinase enzymes in the GH18 family at 4 weeks compared to 0 weeks (RPKM fold change of 2.94 and 3.48, respectively). 

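The paper's text names 2 chitinase genes of Streptomyces by number, which correspond to G1_CDS.2626 and G1_CDS.6268 here, and no chitinase gene of Dyadobacter, whose value is therefore not analysed here. Both genes had too few counts for edgeR's test. G1_CDS.2626 had 15 counts over the 3 libraries of week 0 and 9 over those of week 4. As CPM of Streptomyces this was 16.0 ± 13.7 (SD, n = 3) at 0 weeks and 47.6 ± 44.0 (SD, n = 3) at 4 weeks, a 2.98-fold difference that was within the spread between replicates (two-sided exact permutation test, p = 0.4). The ratio of the pooled counts was 3.81, with a 95% confidence interval from 1.47 to 9.30 that covers counting error only (exact binomial, Clopper-Pearson). With single libraries left out, the fold change lay between 1.76, without replicate D of 4 weeks, and 5.44, without replicate B of 0 weeks. As CPM of all counts of the library, where the abundance of the species enters, the difference was 1.64-fold (two-sided exact permutation test, p = 0.7), with 0.901-fold without replicate D of 4 weeks and 2.81-fold without replicate B of 0 weeks. G1_CDS.6268 had 7 counts at 0 weeks, 1 at 4 weeks, 0 at 8 weeks and 8 at 12 weeks, and the last all came from replicate C. From 0 to 4 weeks the ratio of its pooled counts was 0.908, with an interval from 0.0202 to 7.07. At the lower dose, from 0 to 4 weeks, G1_CDS.2626 went from 6 to 24 counts, 18 of them in replicate C, and G1_CDS.6268 from 5 to 35, 30 of them in replicate C. As CPM of Streptomyces these were rises from 8.72 ± 7.56 (SD, n = 3) to 101 ± 107 and from 9.35 ± 9.56 to 92.0 ± 66.5 (two-sided exact permutation tests, p = 0.3 and 0.2). The 11.6-fold rise of G1_CDS.2626 was 4.93-fold without replicate E of 4 weeks and 17.0-fold without replicate A of 4 weeks, and the 9.84-fold rise of G1_CDS.6268 lay between 6.56-fold and 20.6-fold with a library left out. As CPM of the library both had the smallest possible p, 0.1. Taking a gene as expressed with at least 10 counts over the 3 libraries, G1_CDS.2626 was expressed at 3 of the 4 time points and G1_CDS.6268 at 0 of them, and with at least 1 count these numbers were 4 and 3.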

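From 8 to 12 weeks the counts of G1_CDS.2626 of Streptomyces were 12 and 22, of which 19 at 12 weeks came from replicate C. As CPM of all counts of the library the mean was 1.95 ± 2.05 (SD, n = 3) at 8 weeks and 4.42 ± 5.19 at 12 weeks, a 2.27-fold difference that became 0.734-fold without replicate C of 12 weeks (two-sided exact permutation test with all libraries, p = 0.5). As CPM of Streptomyces the means were 66.9 ± 46.2 and 60.3 ± 40.1 (SD, n = 3), a 0.902-fold difference (two-sided exact permutation test, p = 0.7). Added together, the 2 chitinase genes had 12 counts at 8 weeks and 30 at 12 weeks. Their sum as CPM of the library was 3.02-fold higher at 12 weeks on the means and 3.99-fold on the pooled counts, with a 95% confidence interval for counting error from 1.98 to 8.56. On the means it was 0.734-fold without replicate C of 12 weeks and 7.49-fold without replicate D of 8 weeks, and within Streptomyces it was 1.12-fold higher. None of these differences exceeded the spread between the 3 replicates.

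**Figure D3:**
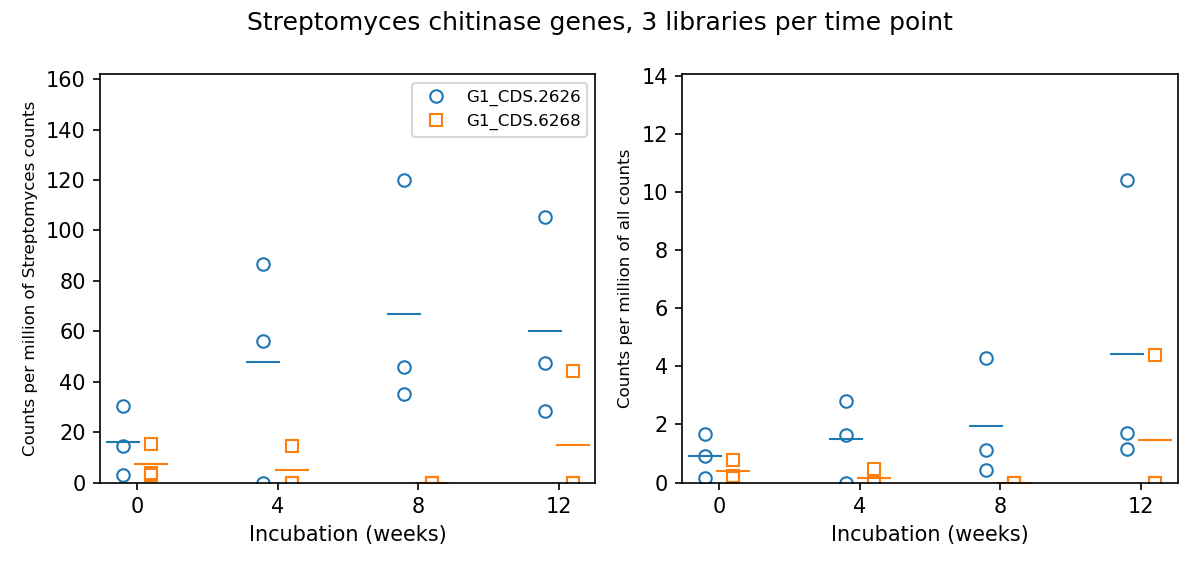
CPM of Streptomyces counts (left) and of all counts (right) for the 2 chitinase genes in each of the 3 libraries of a time point (open symbols), with the mean of the 3 as a bar. At 12 weeks replicate C lies apart from the other 2 libraries on the right, and at 4 weeks a library with 0 counts of G1_CDS.2626 lies beside 2 libraries above the mean of week 0.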

*Streptomyces* showed maximum expression at 12 weeks with a fold change of 3.98 with respect to 8 weeks (Fig. 5a). Subsequently, all eight species expressed *nagZ/hexaB* genes for the next step in the conversion of chitobiose to N-acetylglucosamine. Note that both *nagZ* and *hexaB* gene designations are used for the same enzymatic reaction, so we included both here. However, there were differences in expression from the species over time. For example, *Rhodococcus* expression of *nagZ/hexaB* declined after week 0, suggesting that it was downregulated. Transcription increased for *Sphingopyxis*, suggesting that it was upregulated, and it was constitutive for most other species.

**Fig 5:**
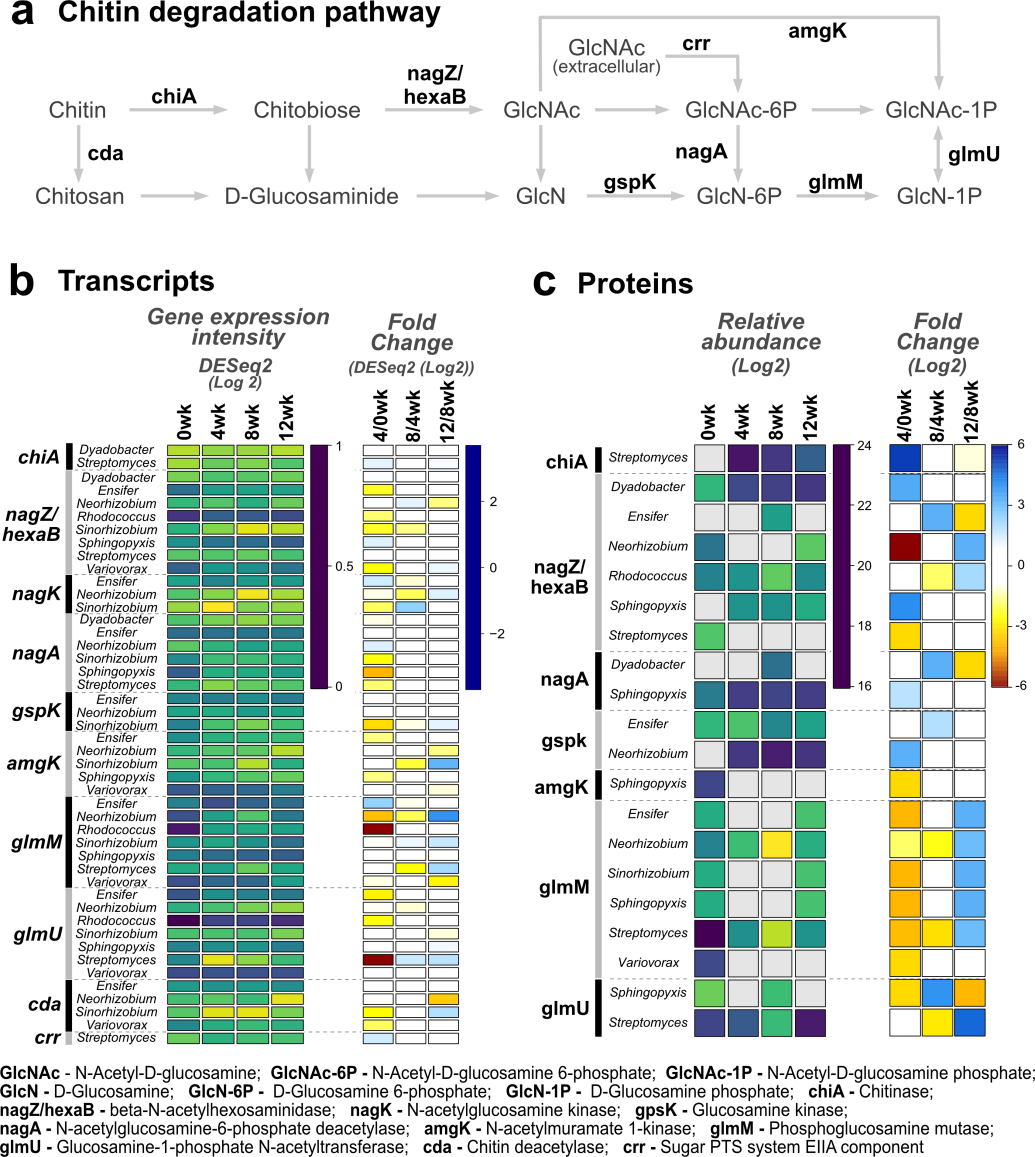
Gene expression and enzyme abundance of the chitin degradation pathway across incubation periods. (**a**) Chitin degradation pathway, compounds, and identified transcripts/enzymes are shown in dark gray and black, respectively. (**b**) Heatmaps for the normalized gene expression intensity DESeq2 (log2) and the log2 fold change of the DESeq2 data (right) between consecutive incubation periods. The highest expression level or fold change value is shown in dark purple or blue, respectively. Lower expression levels are shown in yellow and lower fold change values in orange/red. (**c**) Heatmaps for the enzymatic relative abundance (log2) (left) and their fold change (right) between consecutive incubation periods. Color schemes match that in panel b).

The *nagK* gene, coding for an enzyme that converts N-acetylglucosamine to N-acetylglucosamine-6-P, was expressed by *Ensifer*, *Neorhizobium,* and *Sinorhizobium*. The same three species also expressed *gspK* that phosphorylates the deacetylated form (glucosamine). Six out of the eight species expressed *nagA* involved in deacetylation of N-acetylglucosamine-6-P to glucosamine-P. Additionally, several species expressed *amgK,* a sugar kinase that forms N-acetylglucosamine-1-P. All species, except for *Dyadobacter*, expressed *glmM*, encoding a phosphoglucosamine mutase that catalyzes the formation of glucosamine-1-phosphate from glucosamine-6-phosphate, an essential step in the pathway for UDP-N-acetylglucosamine biosynthesis in bacteria. Finally, all species, except *Dyadobacter,* expressed glmU*,* an enzyme that catalyzes the last two sequential reactions in the biosynthetic pathway for UDP-N-acetylglucosamine by using acetyl coA and alpha-D-glucosamine-1-P as substrates. It uses acetyl CoA and alpha-D-glucosamine-1-P as substrates. In addition, *Ensifer, Neorhizobium, Sinorhizobium,* and *Variovorax* expressed the *cda* gene that encodes a chitin deacetylase that removes acetyl groups from chitin to form chitosan and release acetic acid. *Streptomyces* also expressed the *crr* gene that encodes a sugar transporter that could be involved in the transport of glucosamine over the cell membrane, during which process the sugar is phosphorylated. Normalized log2-transformed expression levels for all genes and all species are found in Data set S1 at https://data.pnnl.gov/group/nodes/dataset/34237.

#### Metaproteomics data

*Streptomyces* chitinase proteins were detected for the first step of the chitin degradation pathway, but in contrast to the metatranscriptomes, no *Dyadobacter* proteins were detected (Fig. 5b). For *Streptomyces*, two ChiA proteins were identified from the genome (CDS.2626 and CDS.6268; both annotated as GH18 chitosanases). These were not detected at the 0 week time point but were found at later weeks, suggesting that their production was upregulated under conditions of chitin accessibility. However, at 4 weeks, G1_CDS.2626 was the more abundant ChiA protein, which then steadily decreased over the subsequent weeks. By contrast, G1_CDS.6268 was only 50% and 33% as abundant as CDS.2626 at 4 weeks and 12 weeks, respectively, with the highest abundance at 8 weeks. These data suggest that while these two enzymes may work in tandem, as chitin availability decreases, CDS.2626 is likely the enzyme that contributes more to chitin degradation than CDS.6268.

The metaproteome data (see Data set S2 at https://data.pnnl.gov/group/nodes/dataset/34237.) supported the metatranscriptome data, suggesting that chitobiose was degraded into N-acetylglucosamine monomers by NagZ/HexaB enzymes. However, not all species that expressed these genes produced detectable amounts of the protein. In addition, different species produced these proteins at different times. *Dyadobacter*, *Neorhizobium, Rhodococcus, and Streptomyces* produced relatively equal amounts of NagZ/HexaB proteins (G5_CDS.1705) at 0 weeks. Subsequently, NagZ/HexaB enzyme production increased primarily in *Ensifer* (>2 fold) between 4 and 8 weeks. Between 8 and 12 weeks, NagZ/HexaB decreased ~2 fold in *Sphingopyxis* and *Dyadobacter. Streptomyces* NagZ/HexaB proteins were not detected after the first sampling point (0 weeks), and *Neorhizobium* proteins were detected only at 0 weeks and 12 weeks of incubation. *Ensifer* NagZ/HexaB was only observed at the 8 week time point.

In contrast to the metatranscriptome data, no peptides were detected for NagK. However, GspK proteins were produced by *Ensifer* and *Neorhizobium*; two of the same three strains for which we observed gene expression, with the exception of *Sinorhizobium* (Fig. 5). The AmgK protein, which catalyzes phosphorylation of N-acetylglucosamine to N-acetylglucosamine-1-P, was only detected for *Sphingopyxis* and only on the week 0 sampling point, although five of the eight strains in MSC-2 transcribed the gene. Additionally, *Sphingopyxis* was the primary producer of detectable proteins from NagA, which catalyzes deacetylation of N-acetylglucosamine-6-P to glucosamine-6-P. The amount of NagA protein increased ~4 fold between 0 and 4 weeks and then held was maintained at the same level for the remaining incubation period over 12 weeks. *Dyadobacter* also had detectable NagA at the 8 week time point (Fig. 5b).

Both transcripts and proteins were detected for phosphoglucosamine mutase, which catalyzes the formation of glucosamine-1-P from glucosamine-6-P (Fig. 5). This enzyme can directly utilize the product of GspK (glucosamine-6-P) and initiates the biosynthesis of UDP-N-acetylglucosamine. The GlmM protein was produced by six out of the eight species, the exceptions being *Dyadobacter* and *Rhodococcus*. These data were similar to the metatranscriptome data, with the exception of transcripts detected for *Rhodococcus* at the beginning of the experiment. Subsequently, GlmU proteins, responsible for subsequent steps in UDP-N-acetylglucosamine biosynthesis, were only detected for *Sphingopyxis* at 0 and 8 weeks and for *Streptomyces* at all time points (Fig. 5b). In contrast to the metatranscriptome data, no proteins were detected for the chitin deacetylase (encoded by *cda* gene) or sugar transporter (encoded by *crr* gene) by *Streptomyces*. This could be explained by post-transcriptional modifications (15) or by differences in relative peptide abundances associated with each protein and with each strain, from which protein values can be found in Data set S3 (https://data.pnnl.gov/group/nodes/dataset/34237).

Figure 6 shows the relative contributions of proteins and transcripts identified from each species in the chitin degradation pathway. It is important to note that RNA-seq is a more sensitive analytical method compared to proteomics, which is limited to what a mass spectrometer can detect from typically the most abundant proteins, typically 60%–80% of all proteins (16). Transcripts observed from each of the species studied here might also have produced proteins that are below the limits of detection of the mass spectrometer. The proteins detected likely represent the most abundant from each enzyme class in the pathway. The protein data, while limited in sensitivity compared to the transcriptomics, are complementary and can validate which proteins of each enzyme in the pathway are produced in the highest relative quantities, indicating which proteins are most likely involved in a particular pathway.

**Fig 6:**
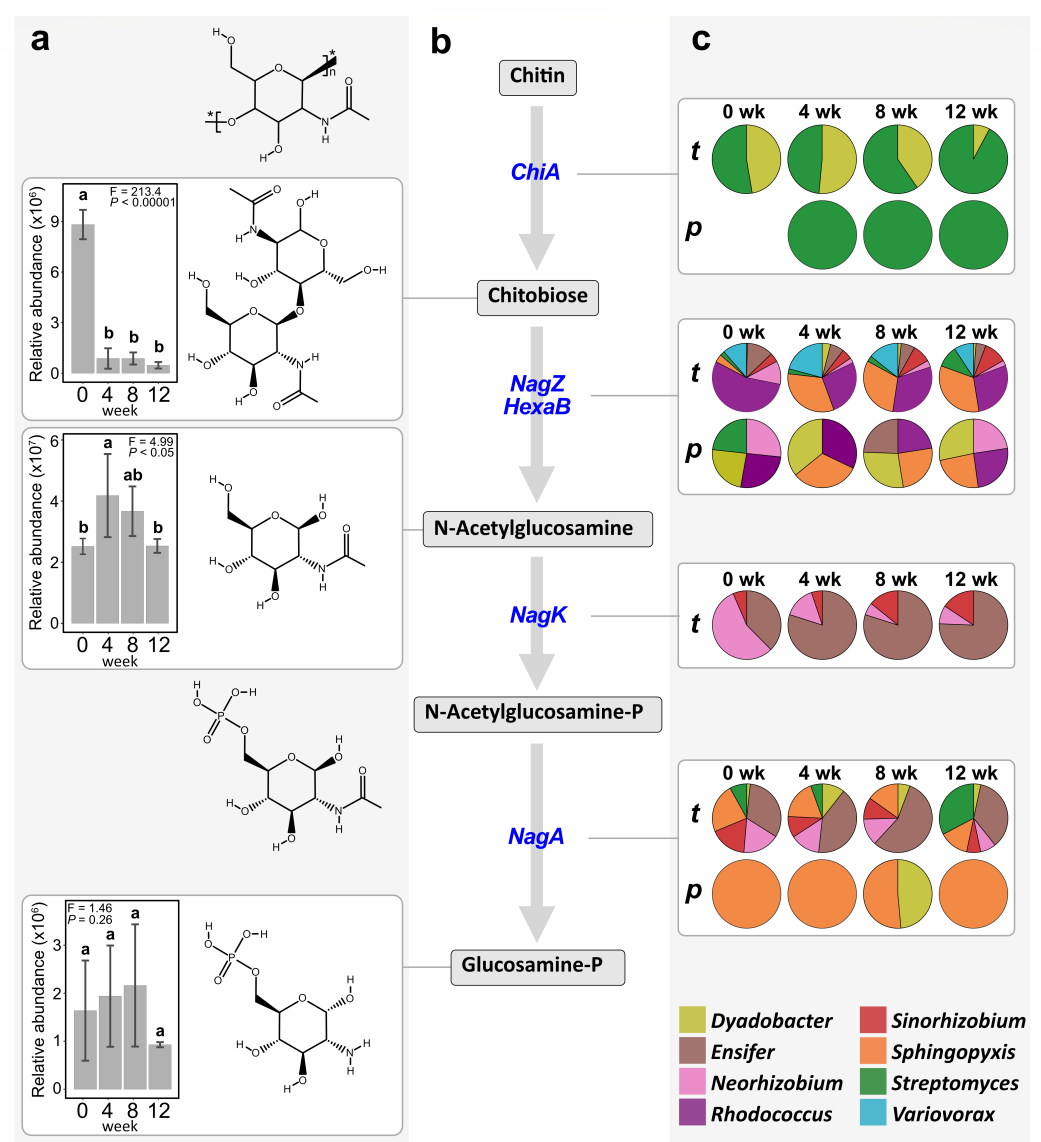
Chitin degradation pathway by MSC-2. One-way ANOVAs of relative abundances of identified metabolites along the chitin degradation pathway (**a**). The bar graphs denote statistically significant differences (*P*-value < 0.05) after HSD Tukey post hoc test. Fisher F and *P* values are indicated. Bars with different letters represent significant differences from each other. Central chitin degradation pathway according to KEGG map00520 (**b**). Pie charts indicating the relative abundances of transcripts (*t*) and enzymes (*p*) upregulated corresponding to individual MSC-2 microbial species for each enzyme of the chitin degradation pathway (**c**). Different microbe species are shown with different colors. Incubation times are represented above the pie charts as 0 wk, 4 wk, 8 wk, and 12 wk for 0, 4, 8, and 12 weeks, respectively.

#### Metabolite data

Several metabolites of chitin decomposition were detected, including chitobiose (KEGG ID: C01674), N-acetylglucosamine (KEGG ID: C00140), and glucosamine-P (KEGG ID: C00352) (Fig. 6). Chitobiose was highest at 0 weeks and reduced at 4 weeks as it was decomposed, with no changes detected during following weeks. N-acetylglucosamine accumulated at 4 weeks and was consumed during the following weeks. The phosphorylated form, N-acetylglucosamine-P, was not detected and was presumed to be a transient intermediate. Glucosamine-P was detected and tended to be highest at 8 weeks, although it did not significantly change over the incubation period. The metabolite data complemented the expression data and allowed us to derive the pathway for chitin metabolism by MSC-2 (Fig. 6).

## DISCUSSION

This study reveals how different members of a soil microbial consortium express different chitin metabolism enzymes at different stages of chitin breakdown in a soil matrix. Because we used a consortium with well-characterized species, we could assign specific steps in chitin degradation to specific microbes. Previously, MSC-2 species dynamics during chitin decomposition were studied under well-mixed liquid conditions (10, 11). The soil environment is, however, very different from a liquid setting. For example, soil microorganisms are subjected to physical constraints and a heterogeneous mixture of soil particles and microhabitats (17, 18). Because of this, and other differences between the two experiments, such as different time scales, we refrain from making direct comparisons between the two experimental conditions as this was not the scope of the current study. Here, to approximate natural conditions, we inoculated MSC-2 into the same source soil that the species were originally isolated from and compared species to identify specific roles in chitin degradation in soil across time. In addition, because the soil was sterilized, there was no competition from indigenous microorganisms, which would otherwise occur.

Analysis of the multi-omics data showed that MSC-2 members act in a successive manner through division of labor to drive chitin decomposition in soil (Fig. 6). Because the individual strains were naturally enriched together during growth on chitin, this finding supports our initial hypothesis that selective enrichment would result in a consortium with metabolic interdependencies. *Streptomyces* emerged as a key player that carried out the initial step of conversion of chitin to chitobiose, with some contribution from *Dyadobacter*. The importance of *Streptomyces* for the initiation of chitin decomposition by MSC-2 was also suggested in liquid growth studies. Expression of genes for chitinase degradation has been shown to be upregulated by chitin availability (chitin levels lead to induced expression of chitinase genes) in *Streptomyces coelicolor* A3(2) (19). This is likely occurring with the *Streptomyces* sp001905665 strain 001 in our study, based on its significant increase in chitinase transcripts and proteins following exposure to chitin. However, the degradation product, N-acetylglucosamine, has been shown to downregulate the expression of chitinase genes in *Streptomyces* (20). Therefore, as N-acetylglucosamine levels increase, *Streptomyces* may be repressed in its ability to degrade chitin. Interestingly, although *Streptomyces* decreased in relative abundance over time, the chitinase enzyme(s) persisted, suggesting that the proteins are relatively robust or that continued translation from expressed mRNAs for chitinases was maintained. The drop in *Streptomyces* relative abundance also tracks with our metabolomics analysis showing increases in chitobiose early in the experiment, suggesting that much of the chitin breakdown takes place in the first 4 weeks and that subsequent metabolic processes may be driven by chitin breakdown products. However, we note that the accumulation of metabolic intermediates is the net result of production and consumption/degradation. Hence, a transient peak in a metabolite does not mean they are not produced earlier or later, just that the production dominates over consumption at that time point. These data exemplify the value of multi-omics analyses because interpretations from 16S rRNA analyses alone would have downplayed the relative importance of *Streptomyces* to long-term functioning of the community. This is also an example of a primary contribution by one member of the consortium that enables other members to grow on chitin breakdown products.

Conversion of chitobiose to N-acetylglucosamine by NagZ/HexaB was carried out by several consortium members (Fig. 6). However, only three species (*Ensifer, Neorhizobium*, and *Sinorhizobium*) transcribed the *nagK* gene responsible for phosphorylation of N-acetylglucosamine (Fig. 5). Several species transcribed the *nagA* gene, with the highest expression across time points for *Ensifer*. However, there were discrepancies between data sets, with the protein data showing the highest yields for the *Sphingopyxis* NagA enzyme across all time points and at 8 weeks only for *Dyadobacter* (Fig. 5). Finally, 7 out of 8 members of MSC-2 (with the exception of *Dyadobacter*) carried out the following UDP-N-acetylglucosamine biosynthesis steps from glucosamine-6-P: conversion to glucosamine-1-P by GlmM and production of UDP-N-acetylglucosamine by GlmU. UDP-N-acetylglucosamine is a precursor for cell-wall biosynthesis (21).

We note that alternate pathways are possible, and they are not mutually exclusive. For example, the AmgK enzyme phosphorylates N-acetylglucosamine in the first position to produce N-acetylglucosamine-1-P, and this protein was produced by *Sphingopyxis*. In addition, chitin can be directly deacetylated to produce chitosan (7, 8), as suggested in the metatranscriptome data by expression of the *cda* gene (encoding a chitin deacetylase) by four of the MSC-2 species. However, the corresponding protein was not detected. Additionally, *Streptomyces* transcribed a sugar transporter encoded by the *crr* gene, suggesting that this is an alternative route for uptake of chitin sugar monomers into the cells.

The results of the Pearson correlations revealed positive and negative co-abundances, and thus possible interactions, between the different MSC-2 species. Species that were positively correlated likely benefited from metabolic sharing or other beneficial interactions (mutualistic relationships). The results (Fig. 1) show two groups with species that are positively correlated: *Ensifer Variovorax, Dyadobacter,* and *Sphinopyxis* (Group 1) and *Rhodococcus, Neorhizobium, Streptomyces,* and *Sinorhizobium* (Group 2). Another explanation for the positive correlations is that they simply responded to similar environmental cues. However, Groups 1 and 2 were negatively correlated with each other, suggesting that the member species were antagonistic or competitive during growth on chitin. An alternate explanation could be that they are carrying out different steps in the degradation pathway, and thus their species abundances reflect the specific chitin metabolites available for their specific enzymatic capabilities. For example, by examination of the degradation pathway in Fig. 6, and expressed genes and proteins in Fig. 3 and 5, respectively, one explanation could be that initial conversion of chitin to chitobiose was a competition between *Streptomyces* and *Dyadobacter*, with *Streptomyces* (a member of Group 2) showing higher amounts of the protein. However, the breakdown of chitobiose to the N-acetylglucosamine monomer involved activities by members of both Groups 1 and 2, although *Rhodococcus* (Group 2) dominated at the protein level. Similarly, *nagK* transcripts were produced by members of both groups, although expression levels varied, shifting from a dominance by *Neorhizobium* (Group 2) at week 0 to *Encifer* (Group 1) at subsequent time points. *Sphingopyxis* (Group 1) dominated protein expression of NagA at all time points, except at 8 weeks when *Dyadobacter* (Group 2) produced roughly equal amounts of the protein. We note that other aspects of the environment may select for certain species in tandem that have little to do with their direct interactions.

There are several practical implications of this study. Because chitin is present in the cell walls of most soil fungi and several soil fungi are pathogenic, a chitin-degrading consortium, such as MSC-2, has the potential for biocontrol of soil fungal pathogens (22–24). In addition, this study demonstrates the ability to define key, testable hypotheses regarding the basic mechanisms underlying soil organic carbon decomposition by a naturally derived consortium of microorganisms. As such, the MSC-2 consortium serves as a valuable model system for testing specific hypotheses related to soil microbial ecology that have been difficult to test using highly complex and diverse natural soil systems. To date, there are only a limited number of well-characterized soil consortia (25, 26), and most of those have fewer members than MSC-2. By increasing the number of species that interact to carry out a specific function (i.e., chitin decomposition), it is possible to increase the complexity of the underlying models that can be leveraged for other microbial systems as well.

## MATERIALS AND METHODS

### Growth of MSC-2 organisms

We used a previously developed model soil consortium (Model Soil Consortium-2 [MSC-2]) (10) to monitor decomposition of chitin in soil. MSC-2 consists of eight members: *Streptomyces* sp001905665 strain 001, *Neorhizobium tomejilense* strain 005, *Dyadobacter* sp. strain 007, *Sphingopyxis* sp. strain 008, *Ensifer adhaerens* strain 011, *Variovorax beijingensis* strain 012*, Sinorhizobium meliloti* strain 014, and *Rhodococcus* sp003130705 strain 016. Each of the strains was plated on an R2A agar (Sigma-Aldrich) plate from a glycerol stock stored at −80°C and incubated for 1 week at 20°C. Resulting single colonies were used to inoculate individual 5 mL cultures in R2A. The 5 mL cultures of each strain were inoculated separately into 100 mL R2A and incubated overnight at 20°C with shaking at 180 rpm. Finally, those 100 mL cultures were used to inoculate 500 mL cultures of R2A, starting at an O.D. of 0.1, and incubated at 20°C with shaking at 180 rpm. Strains were spun down and washed with fresh R2A twice between inoculations. The starting incubation times were calculated so that each strain would reach the exponential phase (O.D. ~ 0.5) at approximately the same time on the following day. The biomass was collected by centrifugation for 5 min at 5,000 × *g*. Growth curves were used to determine the volume needed to establish a given cell concentration for each strain in soil (Table S1). The volume of the eight strains shown in Table S1 was collected by centrifugation (5 min, 5,000 × *g*) and resuspended in 10 mL of M9 medium (27) containing 50 µg/mL colloidal chitin from shrimp shells (Sigma). *Streptomyces* and *Rhodococcus* strains tend to clump, making CFU to O.D. comparisons difficult. Therefore, for each of these two strains, the complete 500 mL culture was used for incubation. The cultures were incubated overnight at 4 ° C to pre-adapt them for inoculation into soil containing chitin. Subsequently, 6 mL of each strain were combined into one tube to generate 48 mL of an MSC-2 master mix containing all eight strains at approximately equal cell densities. Prior work (Table S1) showed that adding 2 mL of this master mix to 20 grams of soil would lead to a cell concentration of 10^9^ cells per gram of soil.

### MSC-2 incubation in a soil matrix

Surface soil (upper 20 cm) was collected at the Washington State University Irrigated Agricultural Research and Extension Center (IAREC) in Prosser, WA, USA. A 550 g portion of the soil was autoclaved (90 min, Gravity Cycle). Following autoclaving, 75 mL of sterile Milli-Q water was added to the soil and mixed to establish a soil moisture content of 15% (wt/vol). The moistened soil was incubated for 2 days at room temperature before being re-autoclaved (90 min, Gravity Cycle). After this second round of autoclaving, 50 mL of sterile Milli-Q water was added to the soil to establish a soil moisture content of 10% (wt/vol), along with dry chitin powder to a final concentration of 500 ppm (0.5 mg chitin/g soil). The moistened soil was mixed with a sterile spatula and incubated in 2 L glass beakers for 24 h at room temperature in a biosafety cabinet.

Twenty-gram portions of pre-incubated sterile soil containing chitin were added to each of 52 50 mL conical tubes (Olympus Plastics, cat.# 28-106). The tubes were divided into three sets: (i) a high inoculation dose of 10^9^ cells of MSC-2 per gram of soil, (ii) a low inoculation dose of 10^8^ cells of MSC-2 per gram of soil, and (iii) uninoculated controls. For each of the inoculated samples, there were 20 tubes total with five biological replicates per each of four time points: 0, 4, 8, and 12 weeks. The uninoculated controls had three biological replicates per time point. For the samples inoculated with the higher inoculum dose, 2 mL of the MSC-2 master mix was added to each of the 20 gram sterile soil samples in the tubes; corresponding to 10^9^ viable cells (equally distributed among the eight MSC-2 strains) per gram of soil (Table S1). For the lower inoculum dose, 4.5 mL of the MSC-2 master mix was diluted 1:10 with M9 medium containing 50 µg/mL chitin, and 2 mL of the diluted master mix was added to each of the tubes; corresponding to 10^8^ viable cells (equally distributed among the eight MSC-2 strains) per gram of soil (Table S1). As noted above, 10^9^ samples were prepared in media containing 50 µg/mL chitin. Thus, both inoculum doses, 10^9^ and 10^8^, started with the same amount of chitin. Finally, 2 mL of sterile M9 containing 50 µg/mL chitin was added to each of the control tubes. The inoculated soils were separately mixed with a sterilized spatula. These experiments form the basis for a future study that aims to determine community dynamics under low gravity conditions on the International Space Station (ISS). To slow metabolism prior to incubation on the ISS, it was necessary to store inoculated samples at 4°C to allow time for transport to the ISS. Therefore, we included a 5 day preincubation at 4°C in this study as well.

Following this 5-day pre-incubation period, “0 week” samples were collected and stored at −80°C. The remaining samples were covered with foil to prevent inadvertent light exposure and incubated at 20°C. Sample tubes were subsequently removed from incubation after 4, 8, and 12 weeks of incubation and stored at −80°C. Time points were also chosen to match the needs of our subsequent space incubation experiments. At the conclusion of the complete experiment, all samples were processed for DNA, RNA, protein, and metabolite extraction as described below and shown in Fig. S1.

### Extraction and analysis of DNA and RNA from soil

DNA was extracted from 0.5 g aliquots of soil using the Quick-DNA Fecal/Soil Microbe Microprep kit (ZYMO Research, Irvine, CA). The DNA yields at each time point were calculated using a Qubit (Thermo Fisher, Waltham, MA). The DNA was sequenced using an Illumina MiSeq (Illumina, San Diego, CA) using 16S primers that target the V4 hypervariable region of the 16S small-subunit (SSU) rRNA gene using the V4 forward primer (515F) and V4 reverse primer (806R) and the MiSeq Reagent Kits v2. Reads were processed using QIIME2 (v2021.4). Within the QIIME2 environment, DADA2 (q2-dada2) under default settings was used to denoise the reads and cluster amplicon sequence variants (ASVs), and the SILVA database (v138) was used for taxonomy assignment (q2-feature-classifier).

RNA was extracted from 2 g portions of soil using the Quick-RNA Fecal/Soil Microbe Microprep kit (ZYMO Research, Irvine, CA). RNA integrity was confirmed on an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) with all RNA Integrity Numbers (RINs) above 7.0. RNA sequencing was carried out using Illumina technology by Genewiz (South Plainfield, NJ), with paired-end reads of 300 bp in length. The rRNA depletion sequencing library was prepared by using three probes from the QIAGEN FastSelect rRNA 5S/16S/23S Kit (Qiagen, Hilden, Germany). RNA sequencing library preparation used the NEBNext Ultra II RNA Library Preparation Kit for Illumina by following the manufacturer’s recommendations (NEB, Ipswich, MA, USA). Briefly, enriched RNAs are fragmented for 15 min at 94°C. First-strand and second-strand cDNA were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3’ ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment with limited cycle PCR, again according to the manufacturer’s instructions. Sequencing libraries were validated using the Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA) and quantified using Qubit 3.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA) using primers against the Illumina adapter regions. The reads were aligned to a concatenated metagenome of each of the eight species’ individual genomes using the Burrows-Wheeler Aligner (28). Resulting SAM files were then converted to raw count files using HTSeq (29). Transcripts were normalized using the DESeq2 package within the statistics program R, which was also used to identify differentially expressed genes (DEGs) that were defined as genes with an adjusted *P*-value of ≤0.05 and absolute value fold change value of >2 comparing any two time points (30). Normalization was applied to each species separately so that abundance changes would not be misinterpreted as gene expression changes. PCA plots of metatranscriptomic data were done using these assignments to genes, not merely to species.

### MPLEX metabolite and protein extraction

Briefly, for each sample, 6 g of lyophilized soil was weighed into 50 mL centrifuge USP Class VI chemical-resistant PP tubes (Olympus Plastics 28-106, Center Valley, PA), and 6 mL of chloroform-washed stainless steel and of garnet beads (1:1) were added. Using a serological pipette, 12 mL of ice-cold 2:1 CHCl_3_:MeOH (vol/vol) and 4 mL of ice-cold ultrapure (18.2 megaohms-cm) water were added to each tube, and the tubes were placed on ice. The samples were vortexed horizontally at 4°C for 10 min and placed at −80°C for 15 min to cool them down. Samples, on ice, were sonicated for 30 s using a probe sonicator at 60% amplitude, and the samples were again placed at −80°C for 15 min. All samples were vortexed and sonicated one more time as described above. The tubes were centrifuged at 4°C for 5 min at 4,000 × *g*. The centrifugation step separated the emulsion into four distinct layers. The uppermost layer was an MeOH:H_2_O layer containing polar/hydrophilic metabolites. The second layer from the top was a precipitated protein disk layer that was extracted for proteomics analysis. The third layer contained chloroform with nonpolar/hydrophobic lipids. The residual soil remained at the bottom of the tube as a fourth layer. The samples were placed on ice, and 4.5 mL of the upper metabolite layer was collected from each tube and transferred into the corresponding tube of a pre-labeled set of 15 mL centrifuge USP Class VI chemical-resistant PP tubes (Olympus Plastics 28-101, Center Valley, PA).

Metabolite extracts (uppermost layer) were dried overnight (12 h) using a nitrogen evaporator and subsequently resuspended with 0.4 mL of 1:1 MeOH:H_2_O (vol/vol). Concentrated extracts were placed into a labeled set of 2 mL centrifuge tubes and centrifuged at 13,000 *× g* for 5 min at room temperature (24°C). Supernatants (150 µL) were collected and transferred into clean HPLC vials. Extracts were stored at −80°C until liquid chromatography tandem mass spectrometry (LC-MS/MS) analyses.

### Protein analyses

#### Protein digestion and sample cleanup/desalting

Protein pellets obtained from the MPLEx extraction were dried down (120 min) with a speed vac to remove residual methanol and chloroform. Dried pellets were re-wetted in 1.4 mL protein solubilization solution (7 M urea, 2 M thiourea, 4% CHAPS in nanopure water) and incubated at 4°C overnight. The samples were then incubated at 60°C for 1 h followed, by the addition of 2 mL of 100 mM ammonium bicarbonate in nanopure water, pH 7.8. The soil was vortexed for 5 min and then centrifuged at 3,000 × *g* for 6 min to sediment the soil particles. Then, 10 µL of the solution above the soil pellet was used for a Coomassie Plus (Thermo Scientific, San Jose, CA) assay to obtain a cursory estimate of the protein concentration and total protein mass according to the manufacturer’s instructions, using a bovine serum albumin standard. As protein or protein/peptide-like compounds can remain in soil even after autoclaving, average protein mass values between the control and inoculated soils provide an estimate of protein contributions made by the inoculum in each sample. Then, 10 mL of 100 mM ammonium bicarbonate in ultrapure (18.2 megaohm-cm) water (pH 7.8) was added to each sample along with 200 µL of 0.5 M neutralized Bond Breaker TCEP (Thermo Scientific, San Jose, CA) and 20 µL of 1 M CaCl_2_ solution. The samples were gently mixed, and trypsin (Affymatrix/USB, Santa Clara, CA) was added at a 1:20, protease:sample (wt/wt) ratio. The samples were incubated with trypsin for 10 h at 37°C. Then, 200 µL of 1 M chloroacetamide in ultrapure (18.2 megaohm-cm) water was added to alkylate reduced cysteines, and the samples were incubated in the dark for 30 min at room temperature.

#### Peptide clean-up/desalting and humic acid/fulvic acid removal

A strong cation exchange (SCX) solid-phase extraction (SPE) was used as an initial clean-up step to remove the bulk humic/fulvic acids as well as other particulate matter. To condition 3 mL volume size Agilent Bond Elut SCX SPE cartridges (500 mg, 120 µm), 3 mL of MeOH was flushed through the cartridges, followed by 14 mL of 10 mM ammonium formate in 25% ACN (pH 3.0). Each sample was centrifuged at 5,000 × *g* for 5 min to separate and remove the soil from the supernatant. Supernatants were transferred to new 15 mL tubes, and formic acid was added (~280 µl) to 14 mL of each post-digestion sample until the pH was ~2.5–3.0, as verified by pH paper. After formic acid addition, samples were gently mixed using slow up-and-down pipetting until off-gassing subsided. Then, tubes were quickly inverted a few times and decapped to allow further off-gassing. Each sample was spun-down at 7197 × *g* for 10 min. Approximately 4–5 mL of each supernatant was then slowly added to the SPE cartridge no faster than 1 mL/min. Retained peptides and humic acids were washed with 21 mL of 10 mM ammonium formate in 25% ACN, pH 3.0. All of the liquid was expelled from the SPE cartridge, and peptides and bound humic acids were eluted with 1.5 mL of 80:15:5 MeOH:H_2_O:NH_4_OH into a clean 2 mL microcentrifuge tube. Samples were dried in a speed-vac at room temperature until dry (~ 3 h).

Dried samples were resuspended in 200 µL of 1M NaCl in 1% (vol/vol) formic acid (pH ~3). Using the method proposed by Qian et al. (31), humic acids and residual CHAPS were filtered away from the peptides by passing the sample through a 10 kDa cutoff spin column filter (NanoSep Omega (modified polyethersulfone membrane), Pall, Port Washington, NY). Samples in the spin column filter were centrifuged at 4,500 × *g* for 30 min. Liquid that passed through the filter was collected and placed in a 1.5 mL microfuge tube. The addition of 200 µL of 1M NaCl in 1% (vol/vol) formic acid (pH ~3), followed by centrifugation and concatenation of all flowthroughs, was performed twice more. Concatenated flow-throughs were dried in a speed vac and resuspended in 200 µL of nanopure water using a sonicating water bath (~1 min) to aid in resolubilization of peptides.

#### Off-line HPLC fractionation of peptides

Using the HPLC method previously reported (Hixson et al., 2021), high pH reverse-phase HPLC fractionation was performed as a first dimension separation on each sample. Specifically, a Waters XBridge C18 column (250 mm × 4.6 mm i.d., 5 µm particle size) and a guard column (4.6 mm × 20 mm) were used with an Agilent 1200 HPLC System. Each sample loaded onto the C18 column was washed for 15 min with solvent A (10 mM ammonium formate, adjusted to pH 10 with ammonium hydroxide [14.8 M]). The gradient started with a linear increase of 0% solvent B (10 mM ammonium formate, pH 10, acetonitrile:ultrapure water [90:10 vol/vol]) to 5% solvent B over 10 min, 45% solvent B over 65 min, and then 100% solvent B over 15 min. Solvent B was held at 100% for 10 min and then was changed to 100% solvent A, this being held for 20 min to recondition the column. The flow rate was 0.5 mL min^−1^. A total of 48 fractions were collected for each sample into a 96 well plate. The fractions were then combined into six using the concatenation strategy previously reported (32). Peptide fractions were dried down and resuspended in ultrapure water at a concentration of 2 µg/uL for mass spectrometry analysis using a Q-Exactive Orbitrap MS (ThermoScientific, San Jose, CA).

#### LC-MS analysis of peptides

HPLC and mass spectrometry parameters were set as reported previously (33). In brief, the LC was configured to load the sample first on an SPE column, followed by separation on an analytical column. Analytical columns were made in-house by slurry packing 3 µm Jupiter C18 stationary phase (Phenomenex) into a 70-cm-long, 360 µm OD × 75 µm ID fused silica capillary tubing (Polymicro Technologies). Samples were loaded on the SPE column via a 5 µL sample loop for 30 min at a flow rate of 3 µL/min and then separated by the analytical column using a 60 min gradient from 99% mobile phase A (MP-A) to 5% MP-A at a flow rate of 0.3 µL/min. MS analysis was started 15 min after the sample was moved to the analytical column. After the gradient was completed, the column was washed with 100% mobile phase B (MP-B) first and then reconditioned with 99% MP-A for 30 min. The effluents from the LC column were ionized by electrospray ionization by applying 1,800 V to the metal union between the column and the electrospray tip. Electrosprayed ions were introduced into the mass spectrometer (Orbitrap Fusion Lumos) via a heated capillary (5.8 cm long with a rectangular slit of 1.6 mm long and 0.6 mm wide) maintained at 275°C for ion desolvation. The resulting ions were mass-analyzed by the Orbitrap at a resolution of 60,000 covering the mass range from 400 to 1,600 Da with a maximum injection time of 50 ms and automated gain control (AGC) setting of 2e5 ions. Mass spectra were recorded in the profile mode. Most abundant ions were subjected to MS2 analysis using the top speed mode, acquiring as many dependent scans as possible in the 3 s cycle time. The parameters used for these analyses were as follows. For MS2, ions with charge states from 2 to 8 were isolated by using a quadrupole mass filter in the monoisotopic peak selection mode using an isolation window of 1.2 Da, maximum injection time of 100 ms with AGC setting at 5e4 ions, and fragmented by high-energy collision dissociation (HCD) with nitrogen at 30% normalized collision energy. Fragment ions were mass analyzed by the Orbitrap at a resolution of 30,000, and spectra were recorded in the centroid mode. Ions once selected for MS2 were dynamically excluded for the next 60 s.

#### Proteomics data analysis

Raw MS data were searched against protein fasta files generated from the sequenced genomes of the MC-2 consortium (10) plus bovine trypsin and human keratin sequences to assess common contaminants using MaxQuant (34). Dynamic modification search included oxidized methionine and N-terminal acetylations. Static modification searches included alkylated cysteines. Parent ion tolerance was set to 20 ppm and considered only fully tryptic peptides. Label-free quantitation (LFQ) and iBAQ (but no match between runs) were selected as peptide identification parameters in MaxQuant. Peptides were filtered based on a 1% false discovery rate (FDR) using a decoy database.

Peptide abundance values for each sample were log2-transformed and mean-centered normalized. Peptides were rolled up to a protein value by summing the antilog values of each normalized peptide value. For the summed protein values used in the total protein and relative protein comparisons between the eight consortium member species, peptides used were those unique to a single protein derived from a single bacteria consortium member. For relative genus compositions calculated for each sample, total protein abundance values were summed across each genus and normalized to a percent value. For heatmaps displaying abundance and abundance fold-change values of individual proteins in the chitin degradation pathway, all peptides detected were used.

### Metabolomics analyses

#### LC-MS/MS metabolite analyses

LC-MS/MS runs were performed using a Hypersil Gold C18 reverse-phase column (150 × 2.1 mm, 3 µm particle size) (Thermo Scientific, Waltham, Massachusetts, USA) maintained at 40°C in a UHPLC Waters Acquity (Waters, Milford, Massachusetts, USA) coupled to a high-resolution Q-Exactive HF-X Orbitrap mass spectrometer (HRMS) (Thermo Fisher Scientific, Waltham, MA). Mobile phases consisted of the following: (A) 0.1% formic acid in water and (B) acetonitrile with 0.1% formic acid. The injection volume was set at 10 µL. At a flow rate of 0.4 mL/min, the elution initiated at 90% A (10% B) and was maintained for 2 min. The gradient thus linearly ramped up to 10% A (90% B) for the following 9 min, and those conditions were maintained for 1 min before the flow rate was increased to 0.5 mL/min for the following 30 s (min 12.5). The elution was maintained at those conditions for 1 min, and thus the gradient returned to the initial mobile phase proportions (90% A: 10% B) until 14 min of the chromatographic separation. The initial flow rate of 0.4 mL/min was linearly recovered for the following 30 s (min 14.5), and those conditions were maintained for an additional 30 s (min 15).

The HRMS operated in the data-dependent acquisition mode (DDA), and data were acquired in both positive and negative ionization modes. MS1 data were acquired using a Fourier Transform Mass Spectrometry (FTMS) full-scan mode for mass-to-charge ratio (*m*/*z)* ranging between 80 and 800 at a resolving power of 240,000. Maximum injection time (IT) was set at 200 ms and automatic gain control (AGC) at 3 × 10^6^ ions. MS2 data were acquired for the top 12 most intense ions for each scan at the centroid mode at a resolving power of 17,500. The MS2 parameters were set as follows: ion isolation window of 1.3 *m*/*z*, dynamic exclusion of 60 s, IT of 100 ms, AGC of 1 × 10^5^ ions, and collision energy of 20%, 30%, and 40%. A standard in-house mixture of metabolites was run as a quality control (QC) with every 20 samples.

#### Metabolite RAW data processing, Calibration, Filtering, and Completion

LCMS RAW files acquired in positive and negative ionization modes were processed using MZmine 3.2.3 (35, 36). Briefly, baselines of chromatograms were corrected, and ion masses and metabolomic features were detected (37), deconvoluted, aligned, and matched against an in-house LCMS metabolite library based on retention time (RT) and exact *m*/*z* values, corresponding to a second level of putative metabolite identifications (38). The peak areas of all detected MS1 peaks (metabolomic features) were exported to a CSV file, and *m*/*z* was subsequently calibrated through external and internal calibration steps. MS2 data were independently processed and exported to an MGF file and exported to SIRIUS 4 for further compound identification and classification.

#### Metabolite data set filtering

LCMS data sets were filtered at the cell level to reduce the amount of noise signals and non-representative data (i.e., features detected in only one or two samples), which commonly emerge from the mass spectrometry analyses. A cell includes all the replicate samples from the combination of all levels resulting from the different categorical factors of the experimental design: eight in our case [Control-0.weeks, Control-4.weeks, Control-8.weeks, Control-12.weeks; MSC2-0.weeks (0 wk), MSC2-4.weeks (4 wk), MSC2-8.weeks (8 wk), and MSC2-12.weeks (12 wk)]. The data filtering was performed via the following four main steps:

- Blank threshold. For a given variable, when the number of experimental blanks with data (>0) was equal to or lower than 30% of the total (2 out of 6 blank replicates), data for all experimental blanks for such a variable were considered 0.
- Signal to noise (*S/N*). Metabolite features with S/*N* < 10 across all cells were removed from the data set, and only those features in one or more cells with an average value at least 10 times the average of the experimental blanks were kept. The noise level was calculated for each feature individually from the six experimental blanks.
- Zero filter. To avoid spontaneous data in a given variable, which typically are shown in very low relative abundances, for each variable independently, when a cell had <30% of replicates with data, all values of those replicates were considered 0.
- Minimum data. Metabolite features with data in less than 50% of the replicates across all cells were removed from the data set. Only those variables with at least one cell containing data for at least 50% of the replicates were maintained in the data set.

#### Molecular formula assignment in MFAssignR

Molecular formulas were assigned to detected *m*/*z* signal values using the MFAssignR R package (39). Allowed molecular formulas were assigned according to the following constraints: (i) H/C and O/C ratios were set in agreement with the limits established previously (40), but with lower H/C ratios. Molecular formulas were thus constrained between 0.2–3 H/C and 0.01–1.2 O/C. (ii) Max number of heteroatoms, other than oxygen, was constrained as follows: *N* = 5, P = 1, and S = 2. (iii) Maximum ion charge was set at 1. (iv) Maximum formula matching error was set to 1 ppm. (v) Allowed DBE minus oxygen (DBE-O) was set between −13 and 15, a minor extension to that proposed in other studies (41). As a result, 99% of the assigned molecular formulas had DBE-O ranging between −7 and 10, with −4 and 7 being the 5th and 95th percentiles, respectively, in agreement with prior studies (41).

### Statistical analyses

Principal component analyses (PCAs) were used to visualize the overall similarities between samples for each of the data sets (species composition (16S), transcripts, proteins, and metabolites) through score plots of the two first principal components (Fig. 1b, 2b, 3b, 4d). The PCAs were performed in R (R Core Team 2021) (42) using imputePCA and PCA functions of the “missMDA” (43) and “FactoMinR” packages (44), respectively. One-way ANOVA on the score coordinates of the PCAs was performed to test for clustering significance between incubation periods using the aov function of the “Stats” package (R Core Team 2021). Pearson’s correlation coefficient was used to determine co-abundances between species based on 16 s analysis.

The Euclidean distances, as a proxy of the similarity between samples, were calculated for all data sets (species composition (16S), transcripts, proteins, and metabolites). Distances between consecutive incubation times (0 versus 4 weeks; 4 versus 8 weeks; 8 versus 12 weeks) were submitted to one-way ANOVA to test whether the magnitude of the overall changes across time points remained constant.

Gene expression and the relative abundance of enzymes from the chitin degradation pathway (KEGG map520), as well as their fold change between consecutive incubation times, were represented with heatmaps using the heatmap.2 function of the “gplots” package (Fig. 5).

LC-MS metabolite fingerprints of soil samples were submitted to hierarchical clustering analyses for both metabolite features and samples to obtain a global visualization of the metabolomic fingerprints with the heatmap.2 function of the “gplots” package (Fig. 4a). Soil samples that grouped in the dendrograms had more overall metabolite similarities between them. Similarly, variables that were closely grouped in the metabolic feature dendrograms indicated similar patterns, in terms of relative abundances, across all soil samples. A heatmap was constructed to represent the relative abundances of individual metabolomic features that were grouped into different clusters on the dendrograms. Data for each metabolic variable were scaled from 0 to 1, with 1 representing the maximum relative abundance across all samples. Hierarchical clustering analyses were computed using the Euclidean distances following the complete method. In addition, metabolomic fingerprints of consecutive soil incubation periods were submitted to permutational multivariate analysis of variance (PERMANOVA) for testing overall differences between them (Tables S9 and S10). The relative intensities of metabolite features assigned to molecular formulas and subsequently classified into the different overall compound classes (amino sugars, oxyaromatic compounds, protein, lipids, and carbohydrates) were added up into a single variable for each compound class. This new data set was submitted to PCA using the ggbiplot function of the “ggbiplot” package (45) and a biplot (scores and loadings) to visualize the overall weight of the different compound classes across soil samples (Fig. 4e). The relative abundances of all features assigned to each of the overall compound classes were summed to obtain a single value of each compound class per sample. Those values, representing the total abundances of amino sugars, oxyaromatic compounds, protein, lipids, and carbohydrates, were submitted to one-way ANOVA to test for differences between incubation times.

Individual peptide and metabolomic features were submitted to one-way ANOVA with incubation time (0 weeks, 4 weeks, 8 weeks, and 12 weeks) as categorical factors. Tukey HSD tests were subsequently used for each individual test at a significance level of 0.05. Tukey HSD tests were performed using the HSD.test function of the “agricolae” package (46).

## Data Availability

Mass spectrometry raw instrument data and analyzed data sets for proteome, GC-MS metabolome, and LC-MS metabolome are publicly available through MassIVE accession MSV000090377 at https://massive.ucsd.edu. RNA-Seq data are publicly available from the Gene Expression Omnibus through accession number GSE251759. 16S rRNA amplicon data and Data sets S1 to S3 are publicly accessibly on PNNL’s DataHub at https://data.pnnl.gov/group/nodes/dataset/34237.

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25
**Supplement:** Fig. S1 — Experimental protocol.

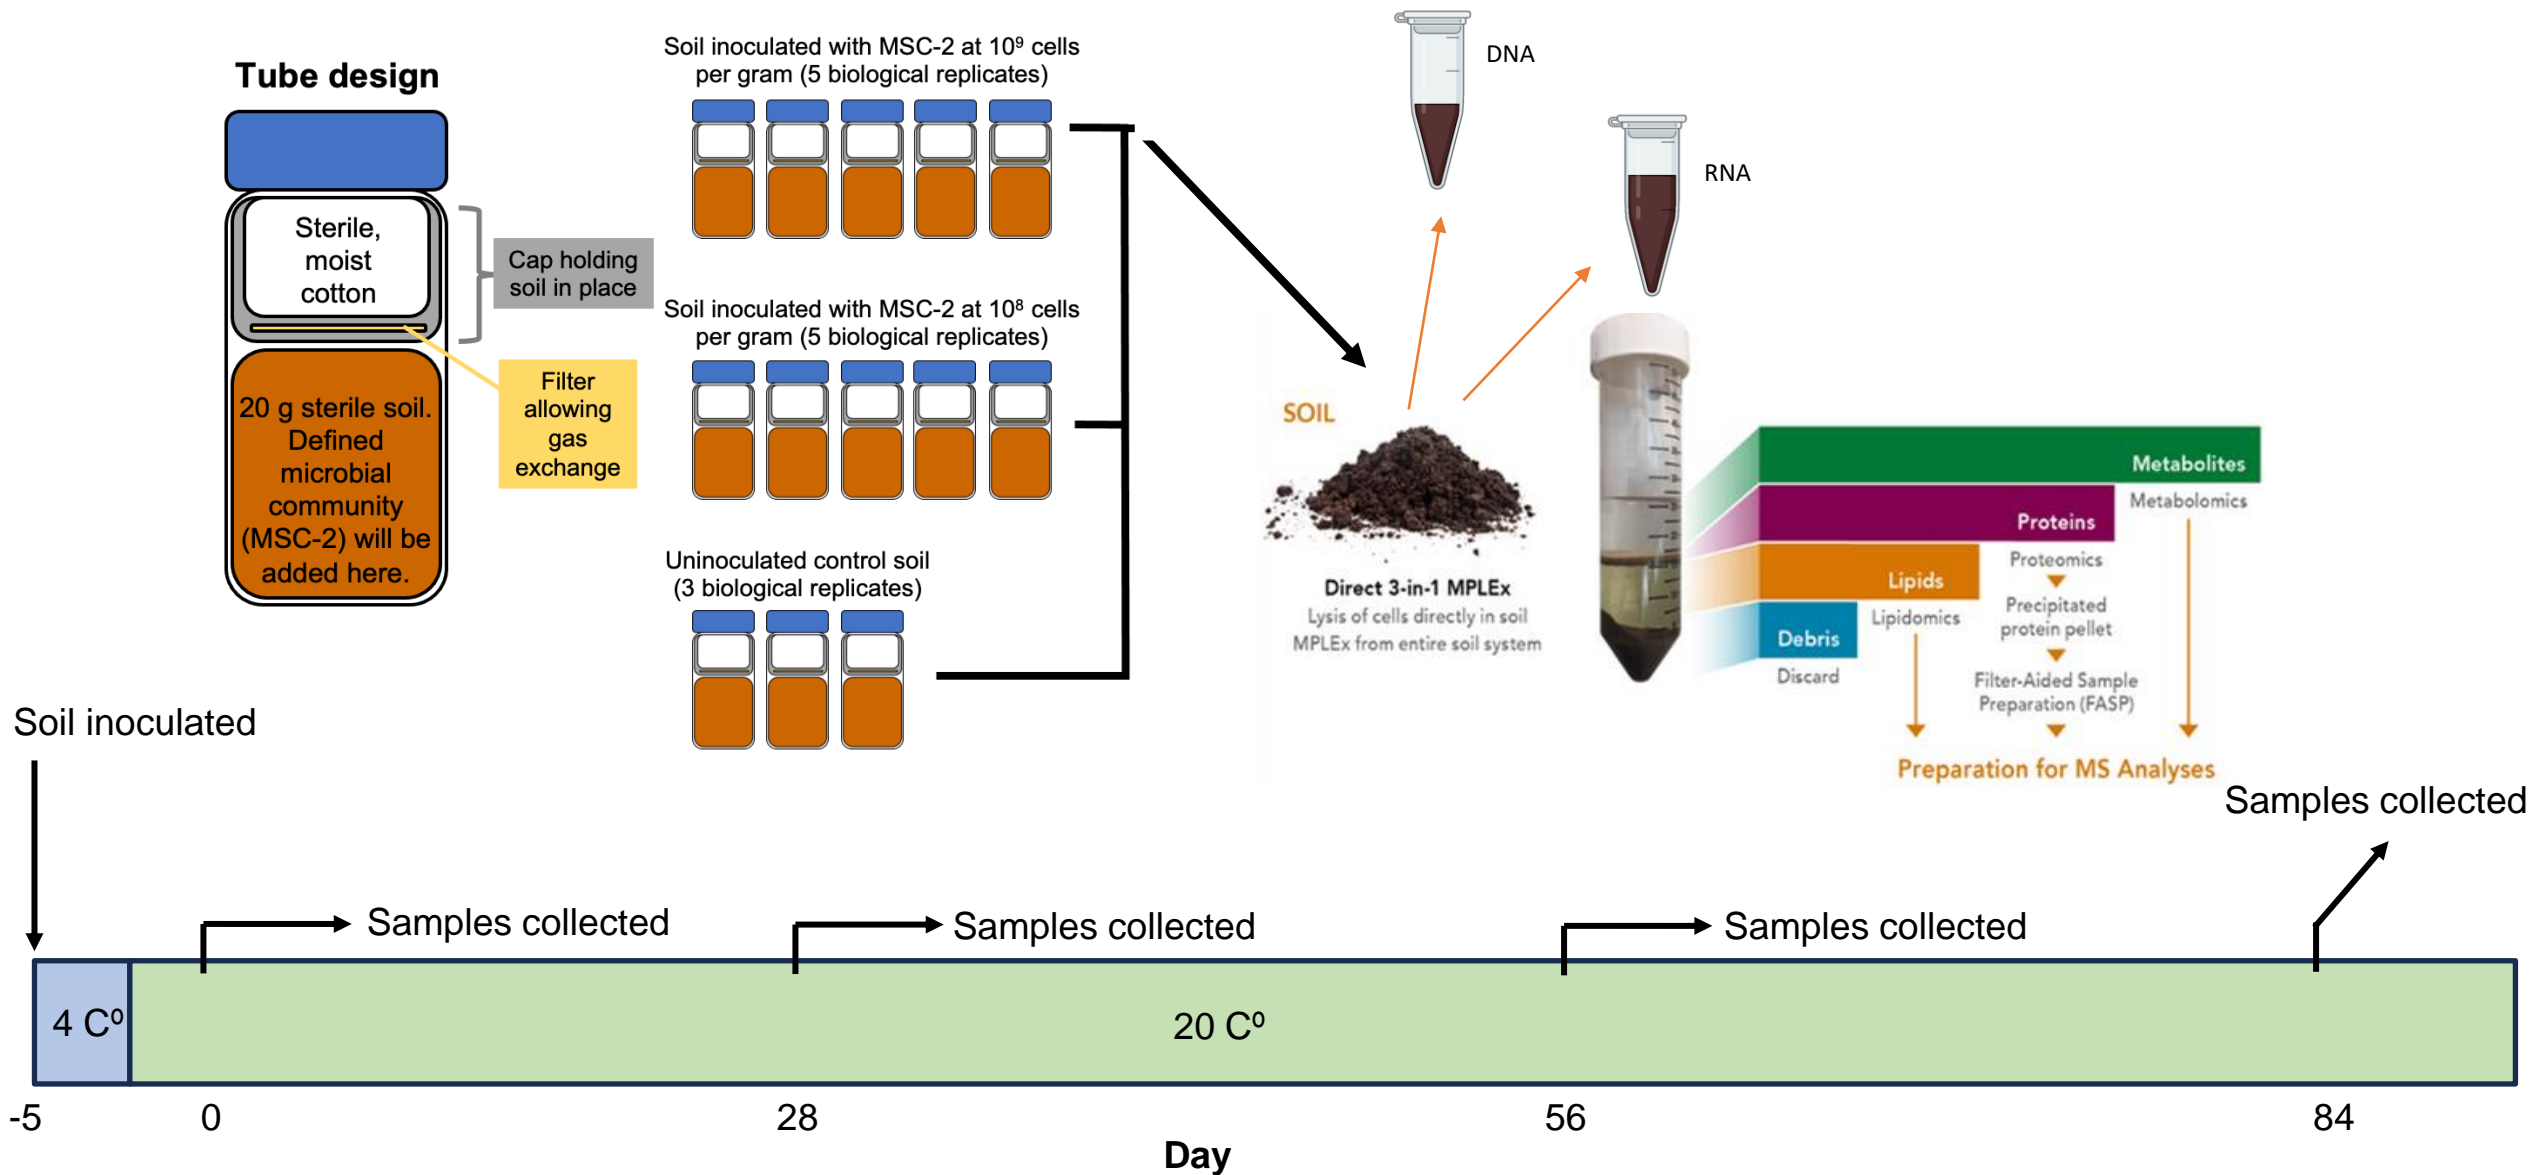

**Supplementary Figure 1.** Tube design as well as an experimental schematic and isolation protocol are shown. Tubes of soil were inoculated at day -5 and allowed to incubate at 4 C° for 5 days before being moved to 20 C°. At 0, 28, 56 and 84 days post shifting to 20 C samples were collected for multi-omic analysis.

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25
**Supplement:** Fig. S2 — DNA amounts.

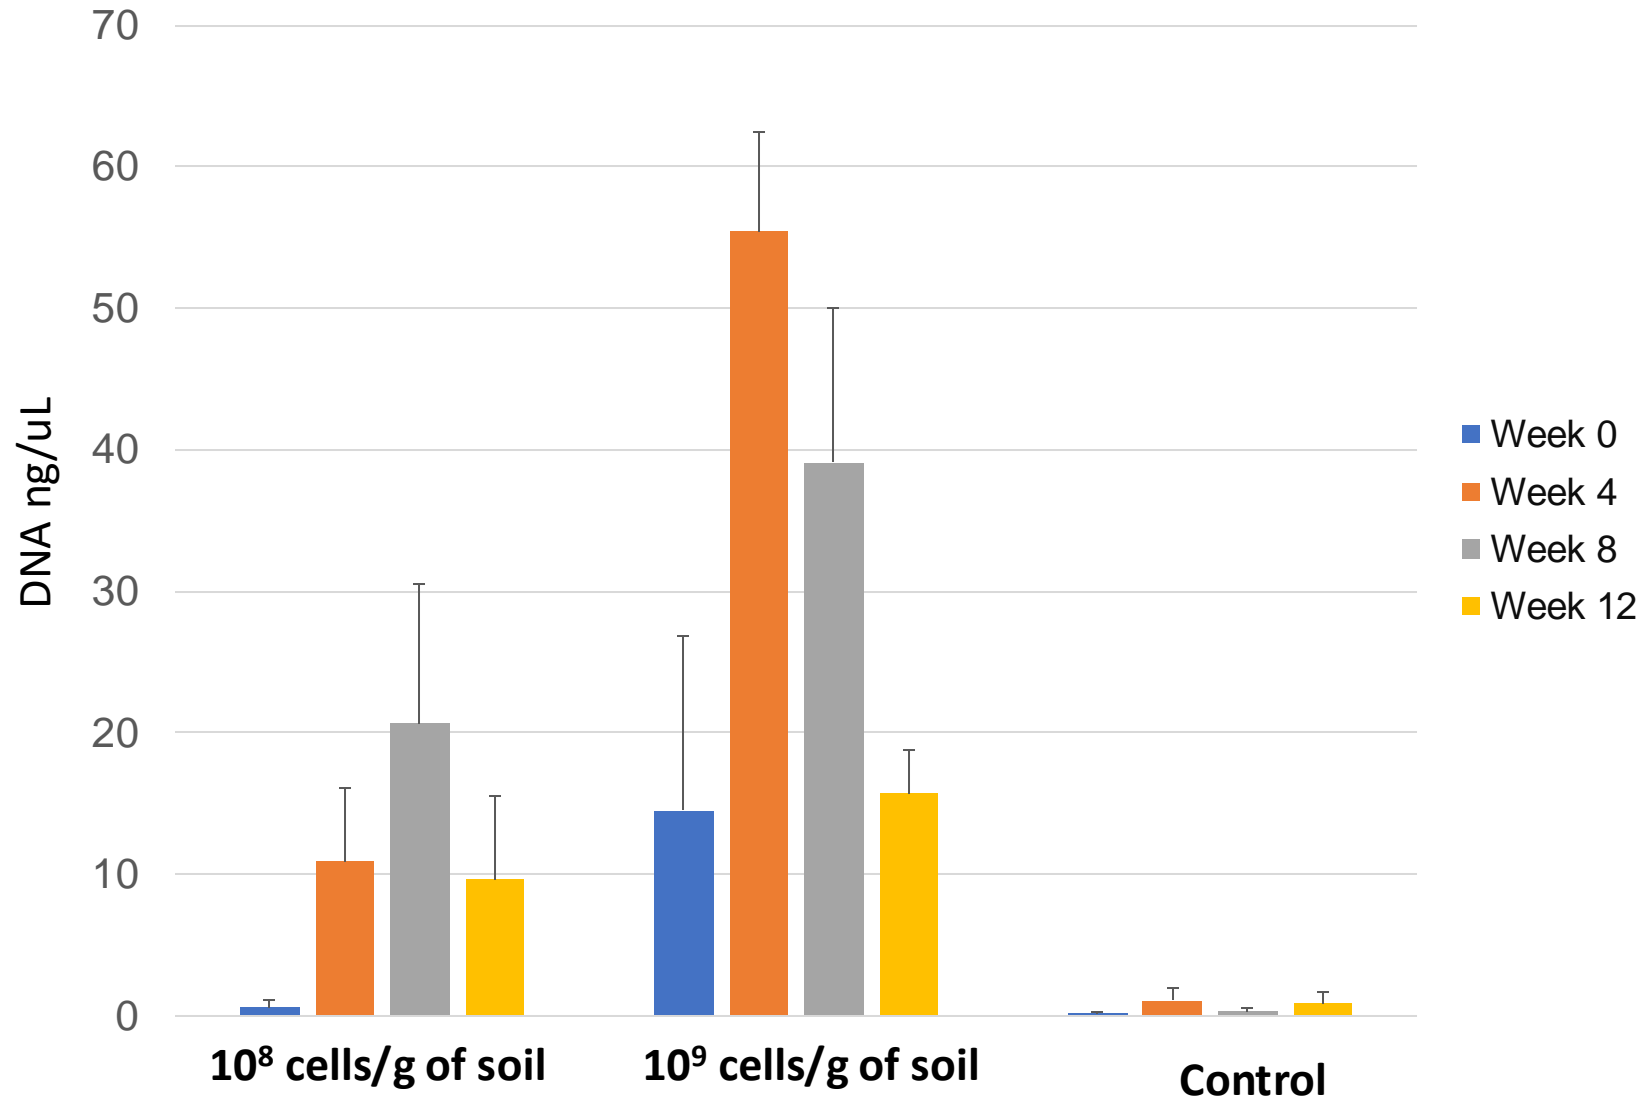

**Supplementary Figure 2. DNA amounts in MSC-2 inoculated soil.** Amount of DNA is shown on the y-axis and weeks are shown as separate-colored bars: Time 0, blue; Week 4, orange; Week 8, grey; Week 12 yellow. Bars are grouped by inoculation amount ( $10^8$  cells gram<sup>-1</sup> of soil,  $10^9$  cells gram<sup>-1</sup> of soil and Control (no inoculation)).

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25
**Supplement:** Fig. S3 — Relative abundances of inoculum at time 0.

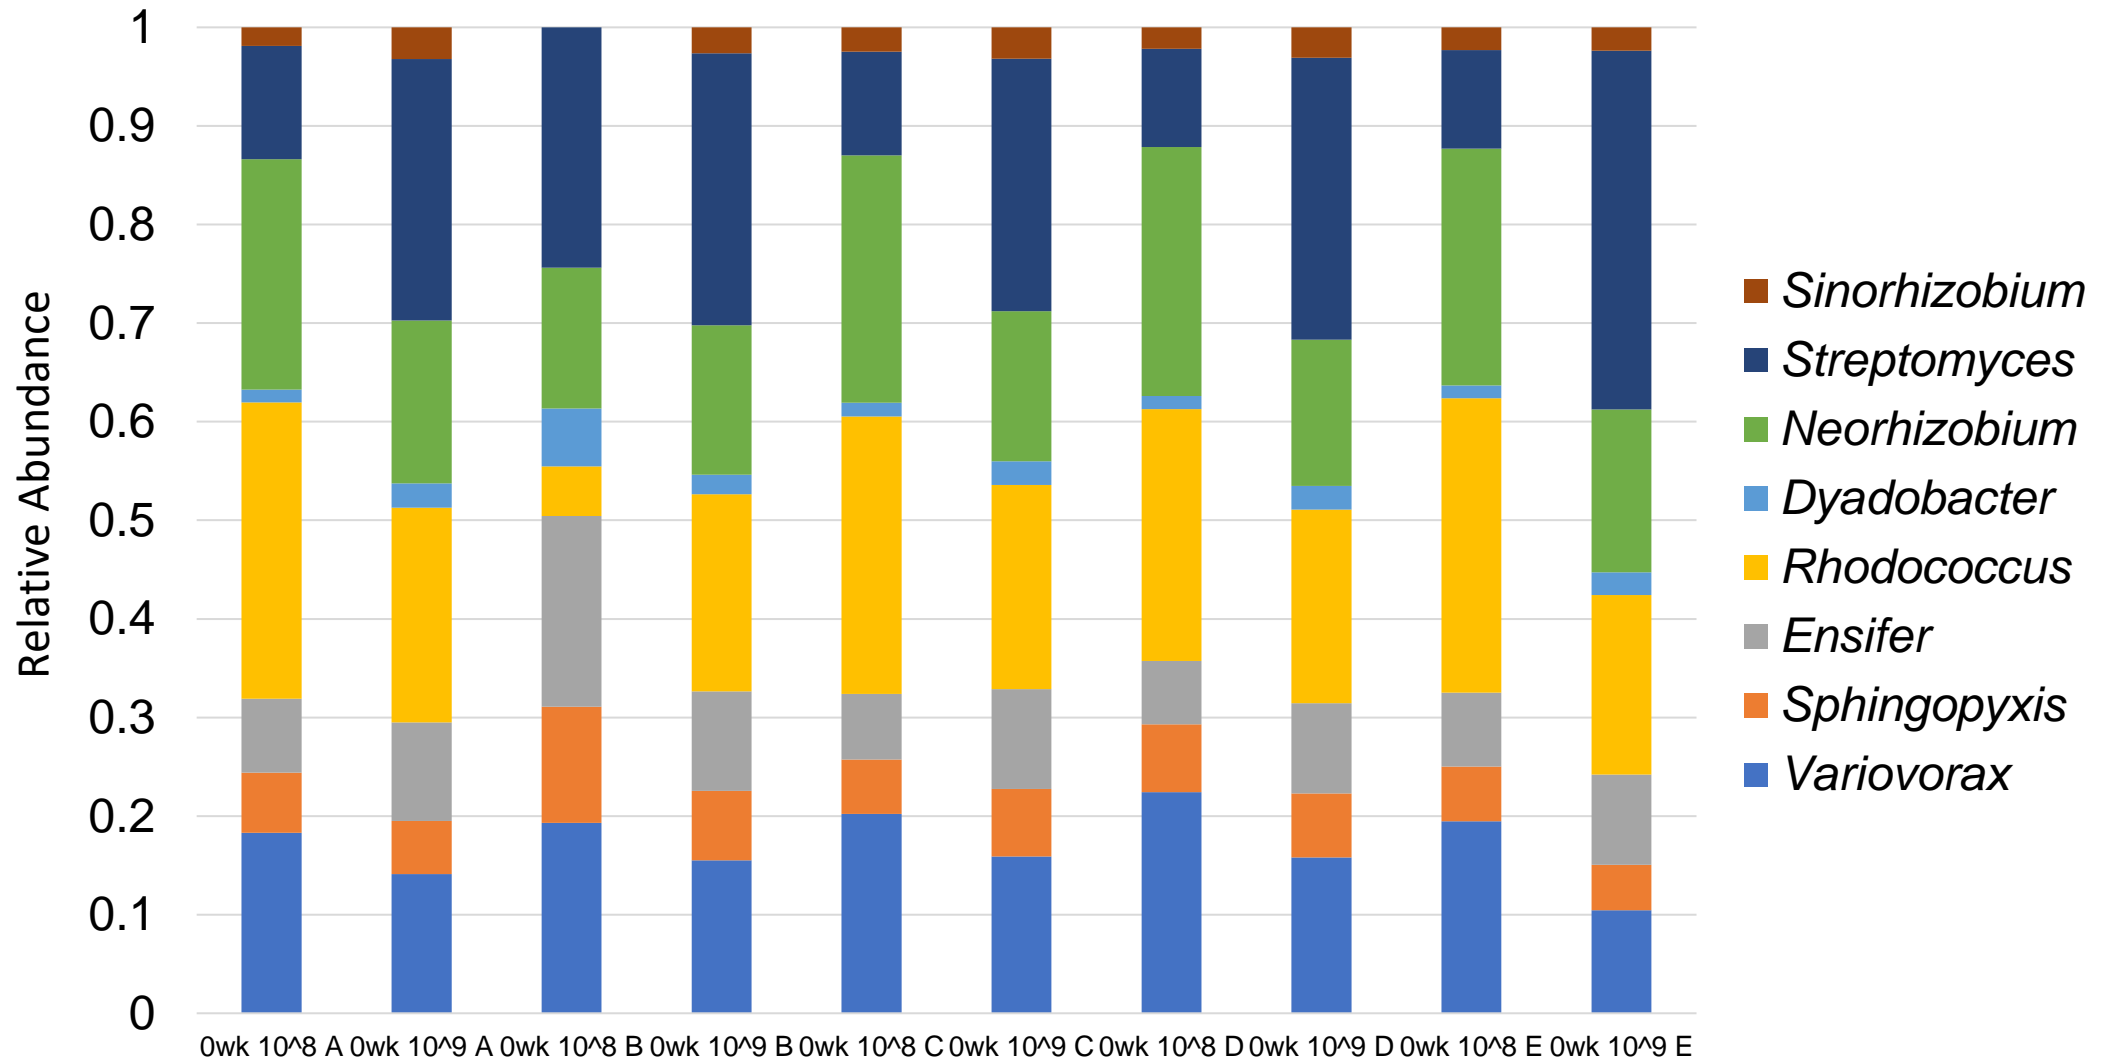

**Supplementary Figure 3. Relative abundances of MSC-2 members at initial timepoint.** Timepoints, replicates and concentrations of cells are shown on the x-axis (e.g. 10<sup>9</sup> indicates soil inoculated with 10<sup>9</sup> cells per gram of soil). Relative abundances are shown in the y-axis with members colors shown on the right.

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25
**Supplement:** Fig. S4 — Relative abundances over time.

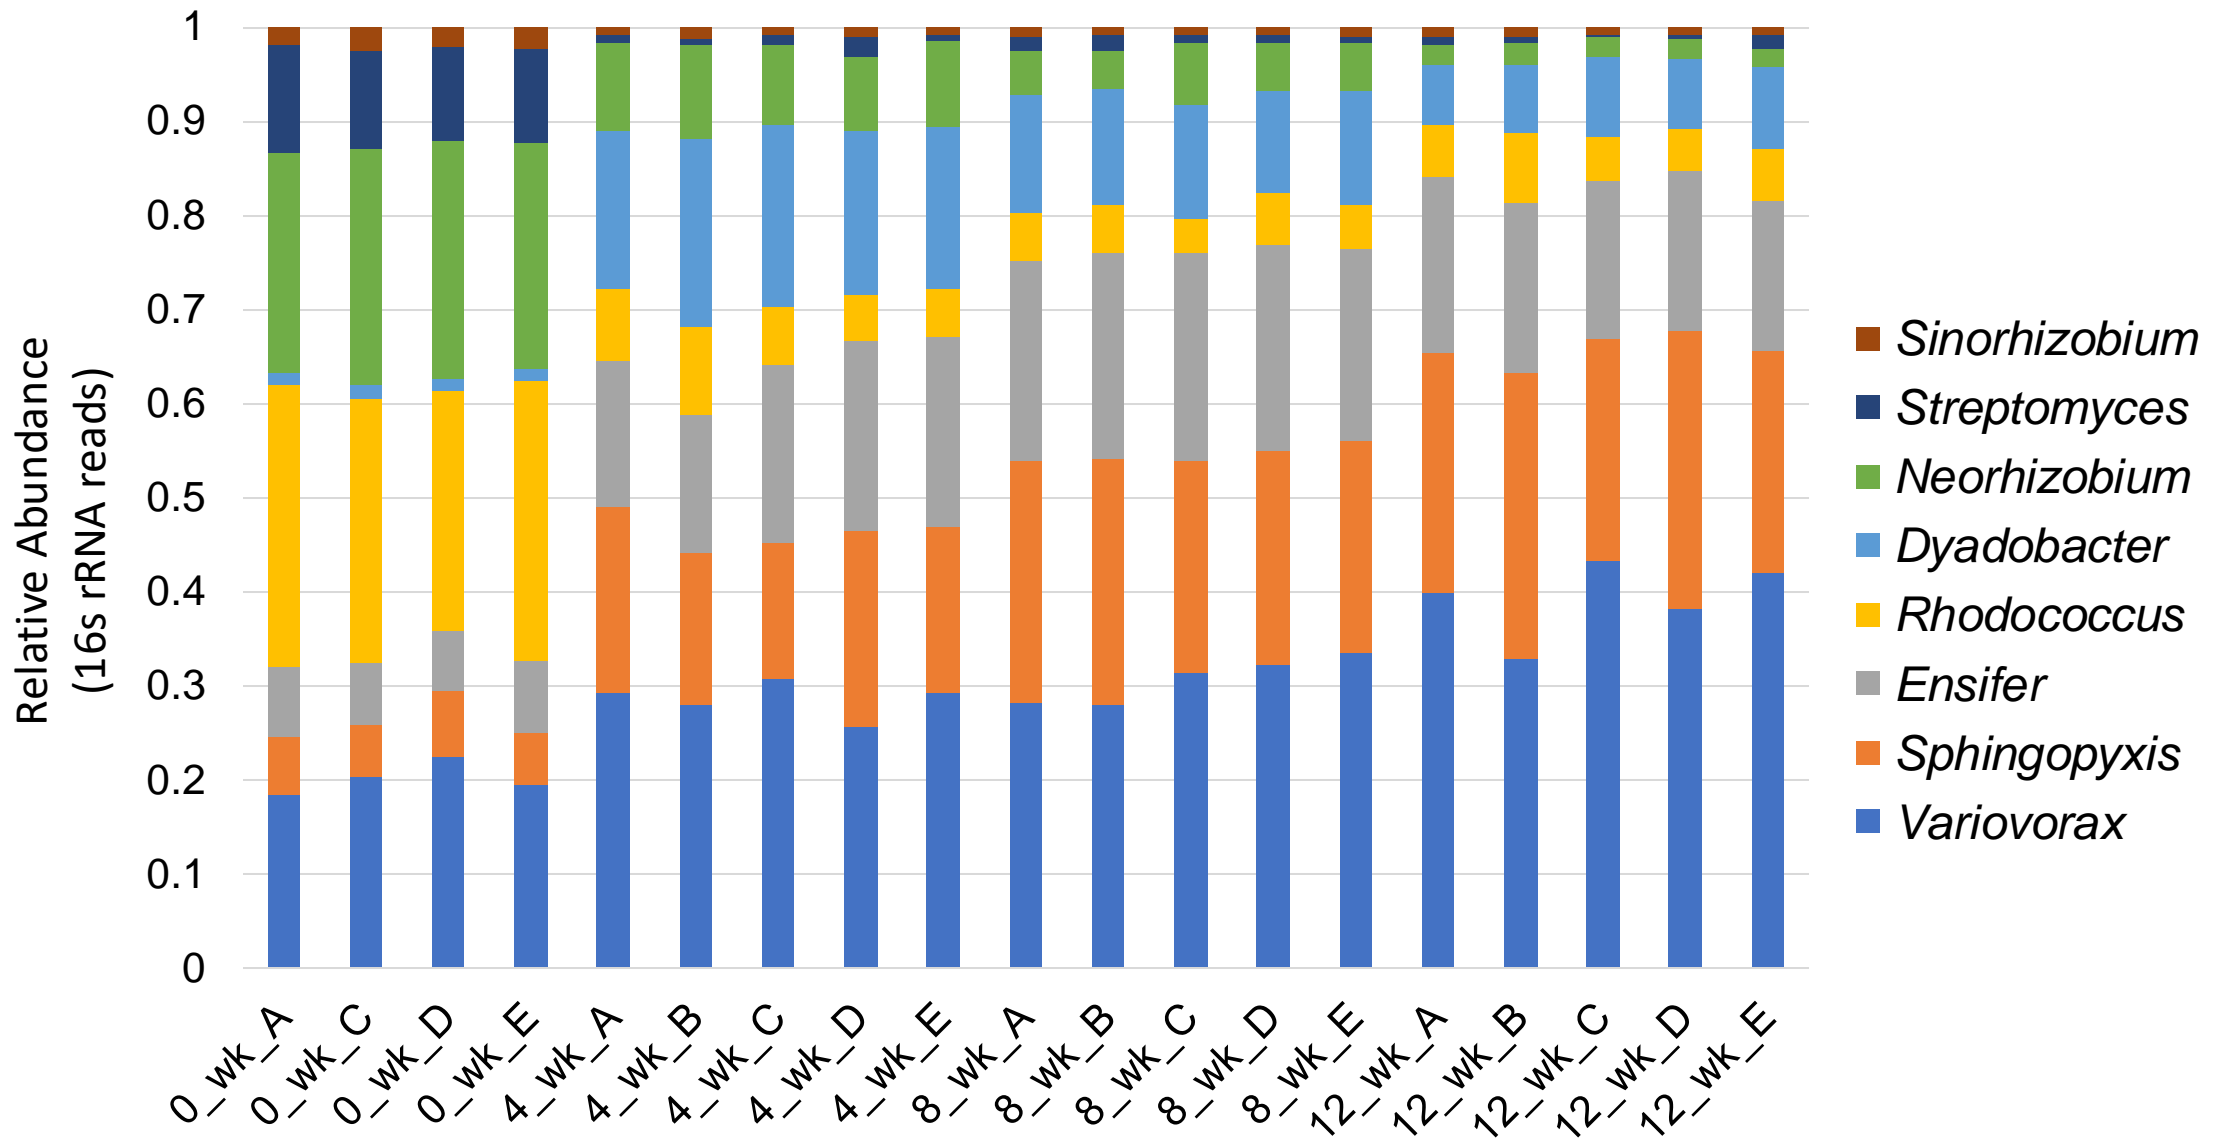

**Supplementary Figure 4. Relative abundances across time for samples inoculated with the lower inoculum dose (108 cells  $\text{gram}^{-1}$ ).** Relative abundance is shown in the y-axis. Timepoints and replicates are shown in the x-axis. All samples are from soil inoculated with  $10^8$  cells per gram of soil. Member species are indicated by color (right panel).

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25

**Supplementary Figure 5. Absolute value 16S rRNA based abundance of MSC-2 species over 0, 4, 8 and 12 weeks of incubation.** Letters below each column correspond to one of five sample replicates.

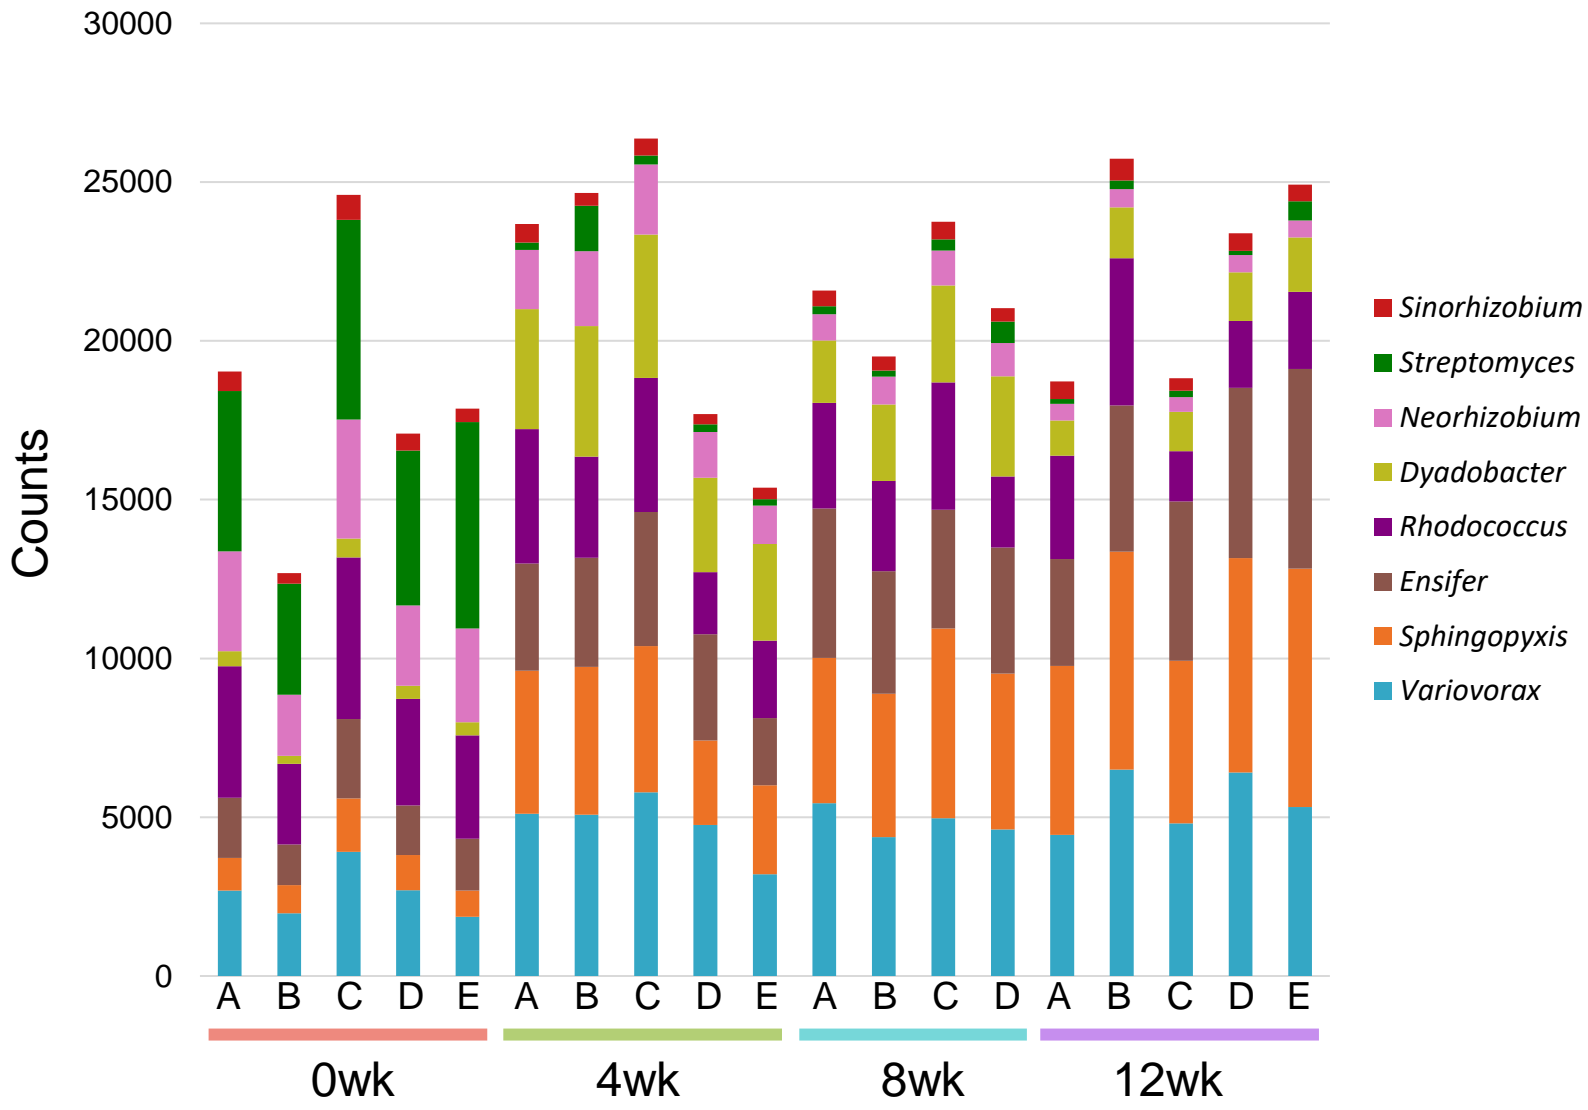

**Supplement:** Fig. S5 — Absolute values of 16S-based abundances.

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25

**Supplementary Figure 6. Absolute metatranscriptomic counts for each species.** Number of counts was normalized to the size of the genome. Letters below each column correspond to one of five sample replicates at 0, 4, 8 and 12 weeks.

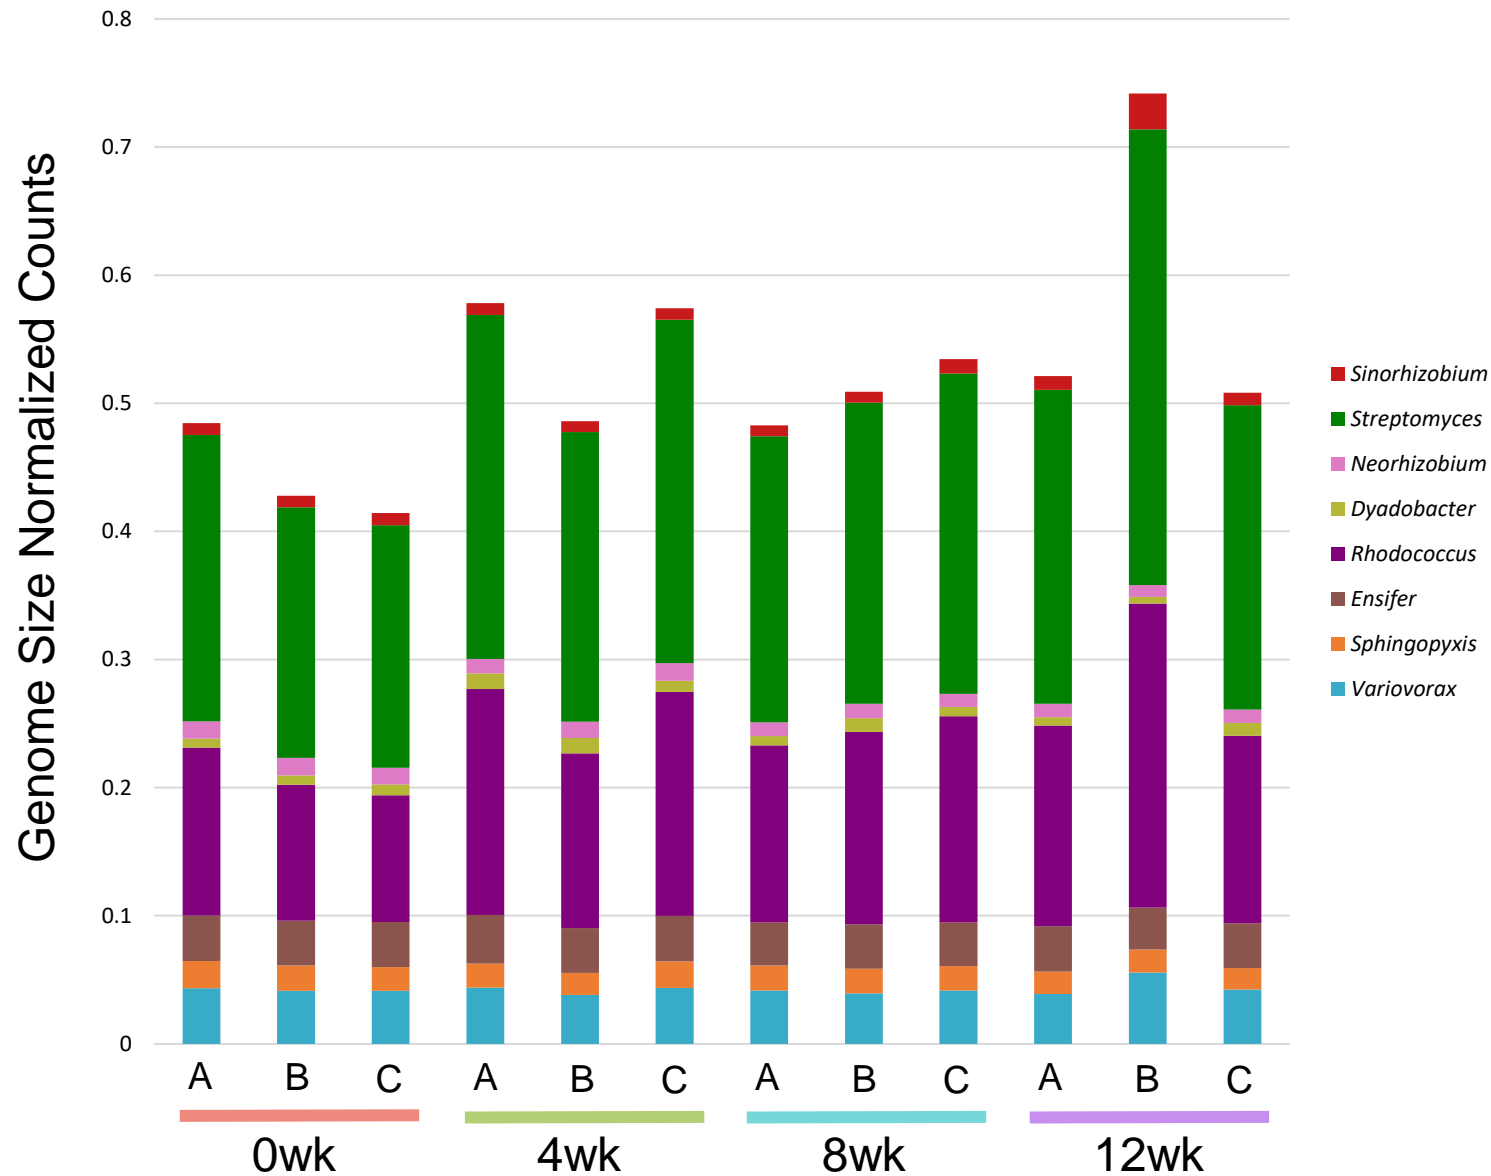

**Supplement:** Fig. S6 — Absolute metatranscriptomics counts.

# Supplementary material for: Multi-omics of a model bacterial consortium deciphers details of chitin decomposition in soil
**Source:** mBio. 2025 May 30;16(7):e00404-25. doi: 10.1128/mbio.00404-25
**Supplement:** Fig. S9 — PCA analyses.

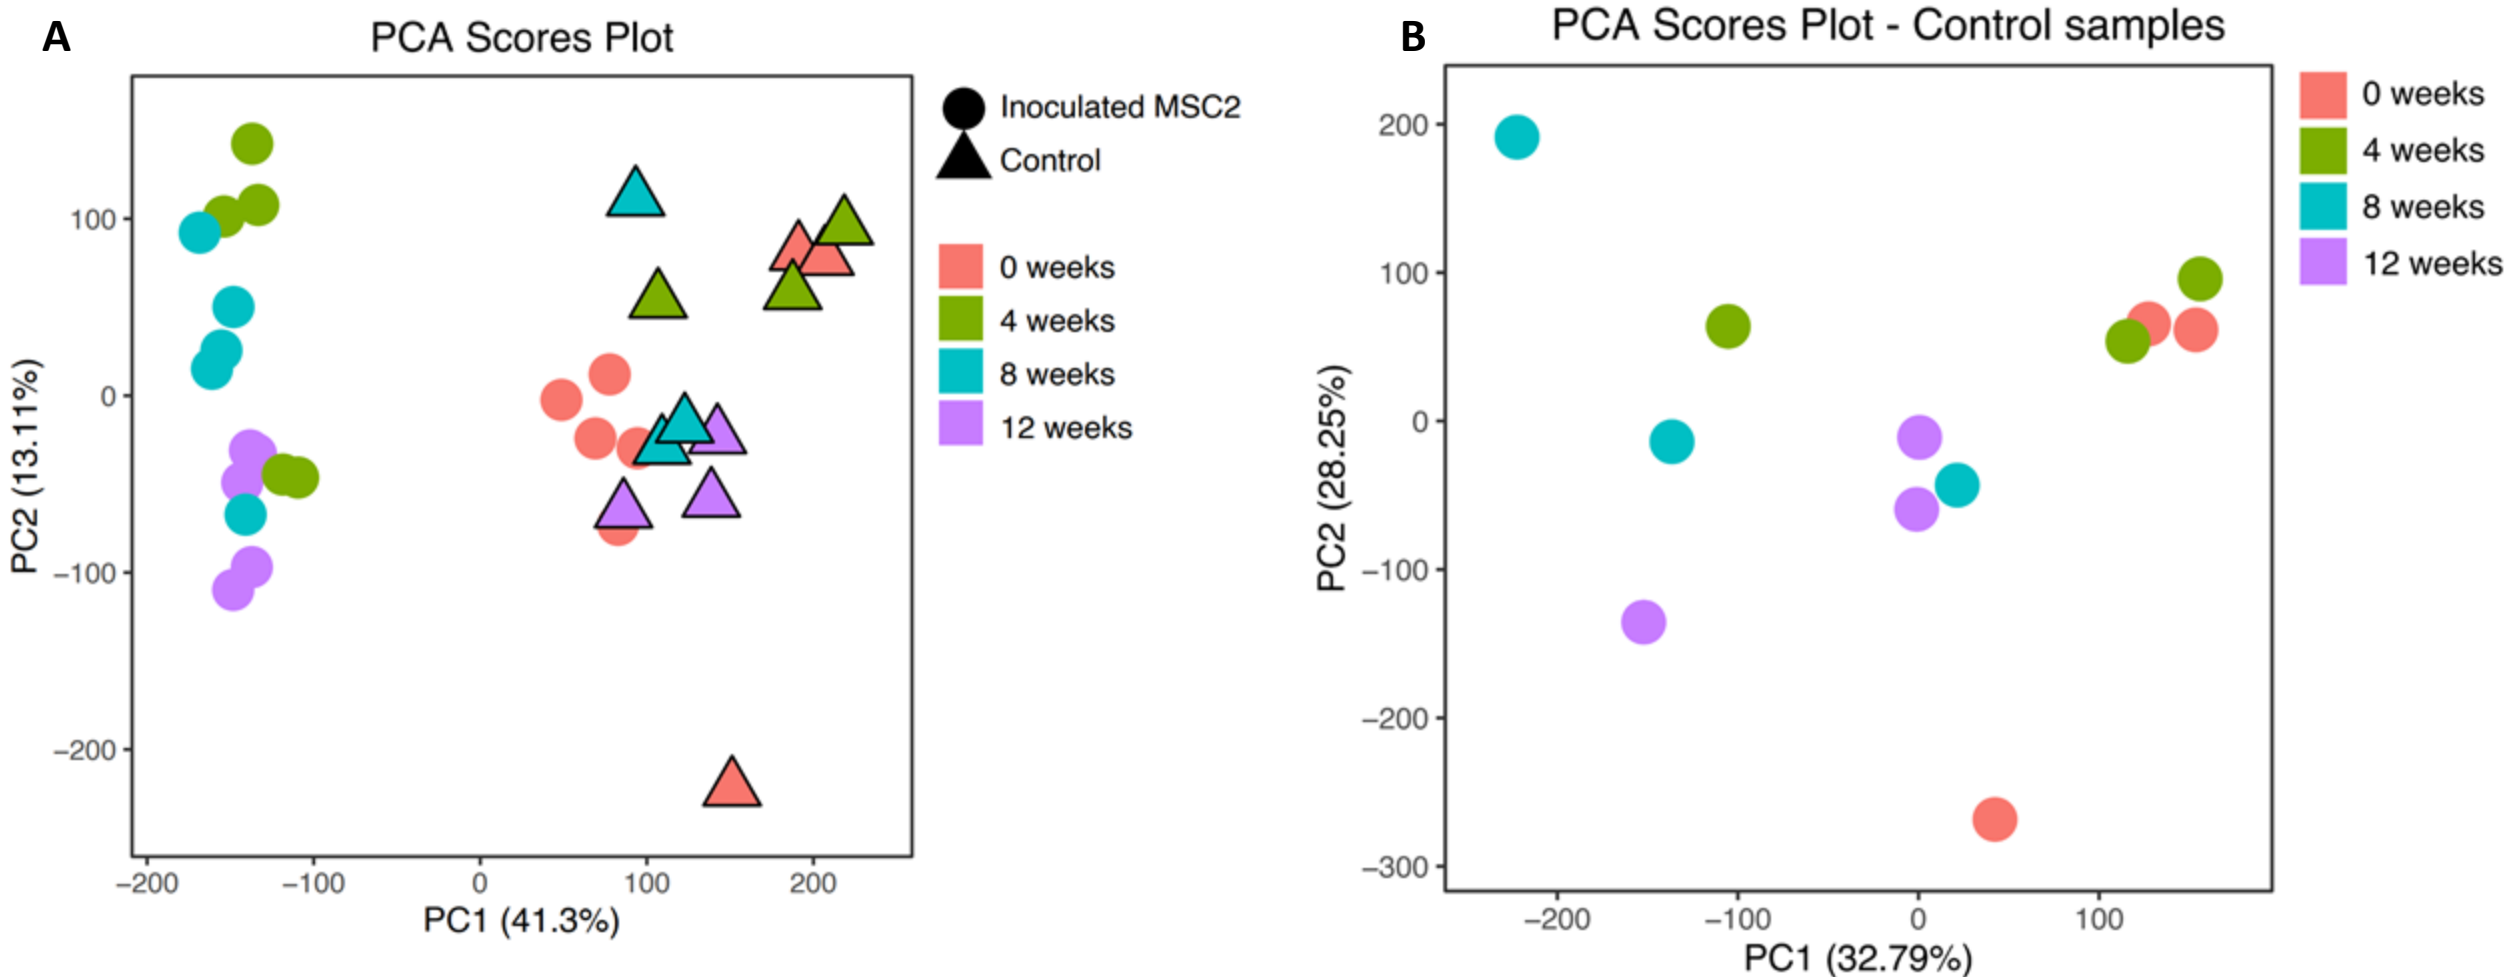

**Supplementary Figure 9. PCA analyses of metabolite data. a)** Principal component (PC) 1 vs. PC2 of the score plot of the principal component analysis (PCA) of metabolite data from control (triangles) and inoculated samples (circles) at 0, 4, 8, and 12 incubation weeks. **b)** Score plot of the PCA including solely the metabolite data of control samples across all incubation weeks. Different colors indicate different incubation weeks (red: 0 weeks, green: 4 weeks, blue: 8 weeks, purple: 12 weeks).

How the deposited data were processed for this re-analysis (not part of the article)

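RNA was sequenced from soil with chitin that received the 8 species at the higher of the paper's 2 doses of cells, the dose its RNA results report on, and at the lower one. Each dose had 3 libraries at each of 0, 4, 8 and 12 weeks, 24 libraries in all. The replicate letters of the sample labels name tubes that were destroyed at sampling, so libraries of different time points were not treated as pairs.

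The authors aligned paired-end reads from rRNA-depleted libraries to the 8 genomes joined together, with the Burrows-Wheeler Aligner, and counted them per predicted coding sequence with HTSeq. The deposited values are these raw counts, without normalization, for 55592 coding sequences in each dose. The paper's text names no versions, options or strand setting for these steps. How reads shared between similar genes were counted is not known, so counts of near-identical genes are uncertain. The identifiers give a species prefix and a number. None of them matched the 6946 genes of the reference table (0 matched), so no gene names, lengths or coordinates were used, and no RPKM was computed. The species of each prefix was taken from the paper.

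The total count per library ranged from 858776 to 6321713 at the higher dose and from 1312888 to 11210598 at the lower dose. The smallest total of any species in a library was 6591 at the higher dose. Where a group of libraries had 0 counts of a gene, 3 counts over the group were taken as the limit that a count of 0 allows. Counting intervals are exact binomial (Clopper-Pearson) at a confidence level of 95% and cover counting error only, because reads without molecular identifiers are not independent molecules.

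DEGs were called with edgeR 4.0.16 in R 4.3.3 for each species separately: TMM normalization within the species, the filter filterByExpr on the time points, a robust quasi-likelihood fit on the 12 libraries of the dose, and Benjamini-Hochberg adjustment within species and comparison. A DEG had an adjusted p of at most 0.05 and a fold change above 2, the definition in the paper's methods. The difference between the doses in the change from 0 to 4 weeks was tested as an interaction on the 24 libraries, coded as the log2 change at the higher dose minus that at the lower dose. The test was tested on simulated counts with 200 genes changed 4-fold or 8-fold, at the library sizes here. A common dispersion per species, from 0.0528 to 0.249, was used for all time points, so a spread that differs between them was not simulated. With so few changed genes the simulation does not check the normalization where most tested genes are called. In the simulated comparison of 8 with 12 weeks, where no gene was changed, 1 of 22846 genes was called.

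Shares of transcripts are the counts of a species in percent of all gene counts of the library. Differences of shares were tested with two-sided exact permutation tests, for which the smallest p is 0.1 with 3 against 3 libraries. The principal component analysis used log2 of the count divided by DESeq2's size factor of the species plus a pseudocount of 1, with unit variance per gene, and Euclidean distances used the same values without scaling. A gene of the chitin pathway was taken as expressed with at least 10 counts over the 3 libraries of a time point. The genes named in the text were fixed by a rule at the start: every gene the paper names by identifier, and the 2 genes with the largest rise and the 2 with the largest fall from 0 to 4 weeks at the higher dose among DEGs whose replicates did not overlap and that had at least 50 counts in each library of the higher time point. G16_CDS.7394, G7_CDS.6695 and G14_CDS.5506 fall outside this rule and were singled out after their values were seen.

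Before the data were examined, these alternatives were chosen: DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in edgeR, normalization over all species of a library at once, no filter on low counts, the adjusted p alone, only the libraries of the compared time points, counts of every species thinned at random to the smallest species total, counts without the 10 most abundant genes of each species, the replicate letter as a block, other measures of the species' share, other normalization, scaling and filters for the profiles, and each library left out in turn. Alternatives for normalized values did not apply, since the deposited values are counts. The tables were made with data.table 1.17.8, Python 3.11.15 and pandas 2.3.3, and the plots with matplotlib 3.10.9. Of the pathway genes of Fig. 5, the 2 chitinase genes of Streptomyces and G5_CDS.1705 of Neorhizobium were used. The paper names the latter beside NagZ/HexaB proteins. The other pathway genes, and the chitinase gene of Dyadobacter, were left out because no identifier was paired with them. The 16S rRNA gene, protein and metabolite data were not used here.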

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

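The thinning of the 12 libraries of 0 and 4 weeks of both doses to one depth and the fit on these 12 libraries alone were chosen after the data were seen, and the other tests in this part were set up before their outcomes were seen.

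The paper compares the yield of RNA between the doses but reports no gene expression for the lower dose, whose 12 libraries carry a signal of their own. Between 0 and 4 weeks 15080 of 26771 tested genes were DEGs at this dose (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted within each species), of which 7784 were higher and 7296 lower at 4 weeks. With whole-community normalization 41.2% of 19048 DEGs were higher, against 51.6% with TMM within the species and 42.9% with DESeq2. Between 4 and 12 weeks there were 312 DEGs. This second count rests on few libraries. It fell to 105 without 12 weeks replicate B, 127 without 12 weeks replicate E, 145 without 12 weeks replicate A, 148 without 4 weeks replicate E and 150 without 4 weeks replicate C, and it rose to 499 without 4 weeks replicate A and 556 without 8 weeks replicate D. For both counts the real split of the 6 libraries gave more DEGs than the other splits, 1 of 10 splits with as many, and 10 splits by themselves are too few to exclude chance. From 0 to 4 weeks none of the other splits called a DEG, and from 4 to 12 weeks the largest gave 36. If the handling of the week 0 libraries of a single dose had made the change from 0 to 4 weeks, the doses, which share no library, would be uncorrelated. Across the 22174 genes tested at both doses the log2 fold changes correlated with an r of 0.88 across genes, which are not independent replicates, and 98.9% of the 10613 genes called at both doses went the same way (this argues against such handling at a single dose and against chance from 0 to 4 weeks, while chance stays open for 4 to 12 weeks). Library totals differed more at this dose, with a median at 0 weeks 4.37 times that of the later libraries. Handling shared by the week 0 libraries of both doses remains open, as does a biological response to the incubation at 20 °C, since the tubes of week 0 were taken after 5 days at 4 °C. Soil and chitin were the same in all libraries, so the design does not part their effect from that of time and temperature.

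The change from 0 to 4 weeks differed between the doses for 1327 of 29493 tested genes, or 4.50% (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted within each species, fold change above 2), 657 with a higher log2 change at the higher dose and 670 with a higher one at the lower dose. DESeq2 called 1795, and a fit on the 12 libraries of 0 and 4 weeks alone called 2114. With single libraries left out the count stayed between 917, without replicate E of 0 weeks at the higher dose, and 1414, without replicate A of 4 weeks at the lower dose. With whole-community normalization 24.4% of 2968 genes had the higher change at the higher dose, against 49.5% with TMM within the species and 55.8% with DESeq2. Chance is not excluded: when the dose labels were exchanged within 0 and within 4 weeks, 3 of 40 splits drawn, the real one included, gave as many genes. The largest other split gave 1913, and the median of the others was 0. A split that keeps the dose labels of a week carries any difference between the doses at that week. The large splits therefore do not show what chance alone gives either. The libraries of week 0 were deeper at the lower dose. The expectation for this explanation was written for a thinning of all 24 libraries, which called 28 genes. That thinning leaves few counts, so a thinning of the 12 libraries of 0 and 4 weeks was used in its place. With every species thinned to 22109 counts in each library of 0 and 4 weeks, the interaction called 183 genes, or 13.8% of the count without thinning, while the same thinning kept 18.5% of the DEGs from 0 to 4 weeks at the higher dose and 18.0% at the lower dose. The thinned fits used only the libraries of 0 and 4 weeks, whereas these percentages have the fits on all time points as their base. Without thinning, the fits on 0 and 4 weeks alone called 2114 interaction genes and, at the higher dose, 16118 DEGs. Against these bases both shares are lower, the more so for the interaction. Too few calls were left at that depth to decide whether the difference in depth may explain the difference between the doses. A biological difference between the doses also remains open.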

How the results depend on the processing

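The alternatives chosen only after the data were seen are DESeq2 with the adjusted p alone, DESeq2 on the 9 later libraries, every library thinned to one total, and the libraries of 0 and 4 weeks thinned to one total of every species or, for the 2 doses, fitted alone. In all, 57 results were recomputed in 1004 alternatives, 599 of which leave out 1 library. In 796 of them the result kept its direction and threshold, or stayed within its spread or within 1.5 times of its count. Some of the 796 could not have come out otherwise. Among them are shares of a time point without a library of another, and tests whose smallest possible p lies above the threshold. In 192 it moved further, and in 16 it reversed.

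In each of the 24 settings with both comparisons, each of the 8 species had more DEGs from 0 to 4 weeks than from 4 to 12 weeks at the higher dose (192 of 192 pairs of counts), and the same held in the 22 settings at the lower dose (176 of 176). The 4 genes with the largest changes kept their direction and their side of the threshold in each of their 68 alternatives, although 3 of them have 0 counts in a group, so the size of their fitted fold changes is not a bound. The changes in the share of Neorhizobium and Dyadobacter kept their direction in every alternative. From 0 to 4 weeks their p was 0.1 in each (exact permutation tests), the smallest this design gives, so its side of 0.05 shows nothing, and the same holds for the pseudo-F values of 3 against 3 libraries. Against the later libraries p was at most 0.0182 for Neorhizobium and from 0.0636 to 0.255 for Dyadobacter (exact permutation tests). The rise of Dyadobacter from 0 to 4 weeks, 7.75 percentage points, was 4.36 without the 10 most abundant genes.

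Thinning lowered the number of DEGs. With each species thinned to 6591 counts per library at the higher dose, the DEGs from 0 to 4 weeks were 153 in Streptomyces, 103 in Neorhizobium, 59 in Dyadobacter, 100 in Sphingopyxis, 116 in Ensifer, 106 in Variovorax, 79 in Sinorhizobium and 99 in Rhodococcus, 815 in all. The summed DEGs were 768 from 0 to 8 weeks, 770 from 0 to 12 weeks, 821 for week 0 against the later time points, 5 from 4 to 8 weeks and 13 from 8 to 12 weeks. From 4 to 12 weeks they were 25 in Neorhizobium, 2 in Dyadobacter, 18 in Sphingopyxis, 4 in Ensifer, 13 in Variovorax, 3 in Sinorhizobium, 19 in Rhodococcus and 0 in Streptomyces (edgeR, with 11 genes at an unadjusted p of at most 0.05, while DESeq2 on all counts called 3), 84 in all. At the lower dose, thinned to its own smallest species total of 11489 counts, 1929 DEGs were left from 0 to 4 weeks and 50 from 4 to 12 weeks. The test of the 2 doses called 28 genes with both thinned to 6591. With 0 and 4 weeks thinned to 23754 counts per species, the DEGs were 301 in Streptomyces, 369 in Neorhizobium, 206 in Dyadobacter, 365 in Sphingopyxis, 486 in Ensifer, 374 in Variovorax, 366 in Sinorhizobium and 345 in Rhodococcus, 2812 in all. The test of the 2 doses called 183 genes at 22109 counts per species. With every library thinned to 858776 counts, the DEGs from 0 to 4 weeks were 528 in Streptomyces, 497 in Neorhizobium, 211 in Dyadobacter, 547 in Sphingopyxis, 1754 in Ensifer, 1646 in Variovorax and 336 in Sinorhizobium, 8623 in all. In the same setting there were 8687 from 0 to 8 weeks, 8257 from 0 to 12 weeks and 8916 for week 0 against the later time points, and from 4 to 12 weeks 113 in Neorhizobium, 10 in Dyadobacter and 127 in Variovorax. Fewer counts leave fewer genes past the filter, so the lower numbers follow from the construction of these settings.

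The cause was not tested for the changes in the rest of this part. Without the filter on low counts, the DEGs from 0 to 4 weeks were 1640 in Streptomyces, 2929 in Neorhizobium, 1071 in Dyadobacter and 1544 in Sinorhizobium, those of week 0 against the later time points 22561, those from 8 to 12 weeks 133, and those from 4 to 12 weeks 5 in Streptomyces and 122 in Neorhizobium. DESeq2 called 2376 DEGs in Neorhizobium from 0 to 4 weeks, 1132 in Dyadobacter and 1611 in Sinorhizobium. It called 247 in Rhodococcus from 4 to 12 weeks, 199 in all from 4 to 8 weeks, 247 in all from 8 to 12 weeks, and 628 at the lower dose from 4 to 12 weeks. With the adjusted p alone it called 2415, 1140 and 1633 in the same 3 species from 0 to 4 weeks, 293 in Rhodococcus from 4 to 12 weeks, 208 in all from 4 to 8 weeks and 276 from 8 to 12 weeks. On the 9 later libraries DESeq2 called 107 in Neorhizobium, 48 in Dyadobacter and 263 in Rhodococcus from 4 to 12 weeks, 203 in all from 4 to 8 weeks and 188 from 8 to 12 weeks, and with the adjusted p alone 107, 48, 390, 237 and 225. DESeq2's size factors in edgeR left 1 DEG in Streptomyces from 4 to 12 weeks.

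With normalization over all species of a library at once, a change in the abundance of a species enters the fold changes of its genes. The DEGs from 0 to 4 weeks were then 3410 in Neorhizobium and 1112 in Dyadobacter. From 4 to 12 weeks they were 49 in Neorhizobium, 918 in Dyadobacter, 7 in Sphingopyxis, 2363 in Variovorax, 122 in Sinorhizobium and 0 in Streptomyces (edgeR, with 922 genes at an unadjusted p of at most 0.05, and 3 called by DESeq2), and 3775 in all, of which 7.89% were higher at 12 weeks, against 32.2% with TMM within the species, 40.0% with every library thinned to 858776 counts and 56.0% with each species thinned to 6591. There were 670 from 4 to 8 weeks and 1040 from 8 to 12 weeks. Of the latter 3.17% were higher, against 31.6% with TMM within the species, 52.6% with DESeq2, 62.7% with the replicate letter as a block, 50.0% with only the 6 libraries, and 56.1% and 61.5% in the 2 thinned settings. Whether most of the DEGs from 8 to 12 weeks were higher or lower thus changed with the setting. At the lower dose 155 were called from 4 to 12 weeks, and the test of the 2 doses called 2968 genes. With only the 6 libraries compared, the DEGs were 2620 in Neorhizobium from 0 to 4 weeks, and from 4 to 12 weeks 91 in Neorhizobium, 6 in Dyadobacter, 81 in Variovorax, 36 in Sinorhizobium, 253 in Rhodococcus and 0 in Streptomyces (edgeR, with 33 genes at an unadjusted p of at most 0.05, and 3 called by DESeq2). In all they were 197 from 4 to 8 weeks, 44 from 8 to 12 weeks and 562 at the lower dose from 4 to 12 weeks, and with only the 12 libraries of 0 and 4 weeks the test of the 2 doses called 2114 genes.

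The replicate letters do not pair the libraries. After the mean of the time point was taken off, the correlation across genes between libraries with the same letter lay between −0.0937 and 0.0590 in 13 pairs at the higher dose, none of them above 0.1, and between −0.0744 and 0.139 in 10 pairs at the lower dose, with 1 above 0.1. With the letter as a replicate block, the summed DEGs were 13226 from 0 to 4 weeks and 743 from 4 to 12 weeks, and those that changed were 53 from 4 to 8 weeks in all and, from 4 to 12 weeks, 1 in Streptomyces, 9 in Dyadobacter and 30 in Sphingopyxis.

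Leaving out single libraries kept the counts from week 0 within 1.5 times and moved those between later time points, except in Sinorhizobium from 4 to 12 weeks, where 61 DEGs became 42 to 75. From 4 to 12 weeks the summed DEGs ranged from 455 without 4 weeks replicate E to 915 without 0 weeks replicate B, with 522 without 4 weeks replicate C and 492 without 12 weeks replicate D. The DEGs of Neorhizobium ranged from 117 without 12 weeks replicate D to 223 without 8 weeks replicate E, with 138 without 4 weeks replicate E and 140 without 12 weeks replicate C. Those of Dyadobacter ranged from 3 without 4 weeks replicate E to 31 without 0 weeks replicate E, with 4 without 4 weeks replicate D, 10 without 12 weeks replicate D, 14 without 12 weeks replicate C, 15 without 4 weeks replicate C and 17 without 0 weeks replicate C. In Sphingopyxis they ranged from 13 without 4 weeks replicate E to 61 without 0 weeks replicate E, with 16 without 4 weeks replicate D, 22 without 12 weeks replicate E, 30 without 8 weeks replicate D and 31 without 8 weeks replicate B or 12 weeks replicate D. In Ensifer the range was from 61 without 4 weeks replicate C to 133 without 4 weeks replicate D, with 77 without 12 weeks replicate C. In Variovorax it was from 77 without 12 weeks replicate D to 257 without 4 weeks replicate D, with 95 without 4 weeks replicate E, 120 without 4 weeks replicate C and 126 without 12 weeks replicate E. Rhodococcus had 38 without 12 weeks replicate C, 46, 64 and 48 without 4 weeks replicates C, D and E, 99 without 8 weeks replicate E or 12 weeks replicate E, and 272 without 0 weeks replicate B. Streptomyces had 6 without 12 weeks replicate C, 0 by edgeR without 12 weeks replicate D or E (230 and 220 genes at an unadjusted p of at most 0.05, and 3 called by DESeq2 on the 12 libraries), and 1 without 0 weeks replicate B, C or E, 4 weeks replicate E or 8 weeks replicate B or E. From 4 to 8 weeks the summed DEGs ranged from 34 without 8 weeks replicate B to 136 without 12 weeks replicate C, with 41 without 8 weeks replicate E and 49 without 4 weeks replicate E. From 8 to 12 weeks they ranged from 16 without 8 weeks replicate B to 136 without 12 weeks replicate C, with 31 without 12 weeks replicate D and 40 without 8 weeks replicate E. At the lower dose the DEGs from 4 to 12 weeks ranged from 105 without 12 weeks replicate B to 556 without 8 weeks replicate D.

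The lead of Rhodococcus over the next species was 33.6 percentage points of the counts at 0 weeks, 24.3 at 4 weeks, 41.1 at 8 weeks and 48.8 at 12 weeks. At 4 weeks, where its SD was 27.4, it was 13.6 without replicate E and 39.8 without replicate D. With the median CPM over genes it was 14.6 at 0 weeks, −17.1 at 4 weeks, −4.77 at 8 weeks and 6.18 at 12 weeks. Divided by the number of genes it was 33.7 at 8 weeks, and without the 10 most abundant genes it was 35.2 at 8 weeks and 34.5 at 12 weeks. The distance from 0 to 4 weeks was 1.62 times that from 4 to 8 weeks. This ratio was 1.89 with normalization over all species, 1.34 with scaled genes and 2.37 with the genes past the filter alone. Against the distance from 8 to 12 weeks it was 1.39, with 1.48 under TMM, 1.57 with normalization over all species, 1.19 with scaled genes, 1.95 with the genes past the filter, and 1.32 without 12 weeks replicate E to 1.47 without 12 weeks replicate D. PC1 held 31.9% of the variance, 35.4% with normalization over all species, 44.2% with unscaled genes, 49.1% with the genes past the filter, and from 29.2% without 0 weeks replicate C to 35.2% without 12 weeks replicate D.

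The values of the chitinase genes rest on few counts. The fold change of G1_CDS.2626 within Streptomyces from 4 to 8 weeks was 1.40, but 0.874 with DESeq2, 0.936 without 4 weeks replicate C, 2.38 without 4 weeks replicate D and 0.847 without 8 weeks replicate D. From 8 to 12 weeks it was 0.902, but 2.27 as CPM of the library, 1.15 with DESeq2, 1.49 without 8 weeks replicate D, 1.1 without 12 weeks replicate D and 0.565 without 12 weeks replicate C. For G1_CDS.6268, with 1 count at 4 weeks, the fold change from 0 to 4 weeks was 0.656 (pooled ratio 0.908, interval 0.0202 to 7.07), but 1.03 with DESeq2, 1.45 without 0 weeks replicate C and 0.507 without 0 weeks replicate B. For both genes together it was 1.27 from 4 to 8 weeks, with 0.850 without 4 weeks replicate C, 2.38 without 4 weeks replicate D and 0.770 without 8 weeks replicate D, and 1.12 from 8 to 12 weeks, with 3.02 as CPM of the library, 0.906 without 8 weeks replicate B, 1.86 without 8 weeks replicate D, 0.970 without 8 weeks replicate E and 0.565 without 12 weeks replicate C. With at least 100 counts as the limit G1_CDS.2626 was expressed at 0 time points in place of 3, and with at least 1 count G1_CDS.6268 was expressed at 3 in place of 0. No fold change of G1_CDS.6268 was computed from 4 to 8 and from 8 to 12 weeks, or without 4 weeks replicate D, because a group then had 0 counts, and the chitinase genes fell below the filter of edgeR, so the settings of the edgeR fit gave no value for them.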

Differences from the paper's values

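The DESeq2 runs with the adjusted p alone and those on the 9 later libraries were chosen only after the values were seen, as was the pooled ratio of the 2 chitinase genes. The alternatives set before the data were examined are those named in the processing summary, 9 settings for the DEGs and each of the 12 libraries left out.

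For the share of transcripts of Dyadobacter the paper's values are 3% at 0 weeks and 15% at 4 weeks, and the values here are 0.857% and 8.61%. None of the alternatives for the shares came within 1.5 times of the paper's values or within the SD between replicates. For the fold change of the Streptomyces chitinase from 8 to 12 weeks the paper's value is 3.98, and the value here is 0.902 for G1_CDS.2626 within Streptomyces. As CPM of the library, the scale nearer to RPKM, it is 2.27, which lies within the SD between replicates of the paper's value, and the ratio of the pooled counts of the 2 chitinase genes on that scale, chosen after seeing the values, is 3.99 (counting interval 1.98 to 8.56), where the fold change of their means is 3.02. That fold change is 0.734 without 12 weeks replicate C, which holds 19 and 8 of the 30 counts of the 2 genes at 12 weeks, and 7.49 without 8 weeks replicate D, so it rests on single libraries. DESeq2, with 1.15, and the 6 settings with a library left out stayed apart from it.

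For the percentage of DEGs from 0 to 4 weeks in Dyadobacter the paper's text gives 16% and the value here is 10.4%. The count of Table S6 for it is 1132 of 6281 genes, which is not the percentage of the text, and the count here is 699. For Neorhizobium Table S6 gives 2376 from 0 to 4 weeks and 2257 from 0 to 8 weeks, with 1287 and 1230 here. For Sinorhizobium it gives 1611 and 1458, with 902 and 879 here, and for Streptomyces from 0 to 12 weeks 1450, with 874 here. DESeq2 on the 12 libraries, the tool the paper names, gave 1132, 2376, 2257, 1611, 1458 and 1450, and it gave the same count as Table S6 in all 24 comparisons of a species with week 0. In Dyadobacter the count without the filter (1071), with whole-community TMM (1112) and with only the 6 libraries compared (804), and 7 of the 12 settings with a library left out, also came within 1.5 times, and for the percentage so did the setting without the 10 most abundant genes (11.0%). In Neorhizobium from 0 to 4 weeks those without the filter (2929), with whole-community TMM (3410) and with the 6 libraries (2620) did, and from 0 to 8 weeks those without the filter (2700) and with the 6 libraries (2333). In Sinorhizobium from 0 to 4 weeks those without the filter (1544) and with the 6 libraries (1124) did, and from 0 to 8 weeks that without the filter (1389) and 6 settings with a library left out. In Streptomyces from 0 to 12 weeks that with the 6 libraries (1370) and 6 settings with a library left out did. The other alternatives did not.

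Between later time points Table S6 and the counts here differ in most species. From 4 to 8 weeks the paper's counts are 47 in Dyadobacter, 73 in Ensifer, 58 in Neorhizobium, 17 in Sinorhizobium, 19 in Sphingopyxis, 42 in Streptomyces and 87 in Variovorax, and those here are 5, 40, 18, 1, 1, 3 and 29. In Rhodococcus the paper gives 119, and here edgeR called 0, with 27 by DESeq2 and 585 genes at an unadjusted p of at most 0.05 in edgeR. From 4 to 12 weeks the paper's counts are 88 in Dyadobacter, 180 in Ensifer, 377 in Rhodococcus, 113 in Sinorhizobium, 108 in Sphingopyxis, 38 in Streptomyces and 381 in Variovorax, and those here are 26, 116, 152, 61, 48, 2 and 202. From 8 to 12 weeks the paper's counts are 35 in Ensifer, 81 in Neorhizobium, 55 in Rhodococcus, 7 in Sinorhizobium, 56 in Sphingopyxis and 226 in Variovorax, and those here are 12, 12, 1, 2, 6 and 43. In Dyadobacter the paper gives 10 and in Streptomyces 112, where edgeR called 0 and 0, DESeq2 called 1 and 72, and 85 and 292 genes had an unadjusted p of at most 0.05 in edgeR. In percent from 4 to 12 weeks the paper's text gives 6.1% for Variovorax, 5% for Rhodococcus, 0.12% for Sinorhizobium and 0.53% for Streptomyces, and the values here are 3.12%, 1.88%, 0.971% and 0.0259%.

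Of the alternatives set before the data were examined, those that came within 1.5 times of the paper were, from 4 to 8 weeks, no filter (45) and DESeq2 (56) in Streptomyces and whole-community TMM (111) in Variovorax, each with 2 settings that leave out a library. From 4 to 12 weeks they were the adjusted p alone (128), whole-community TMM (138), no filter (132), the block (128), DESeq2 (125) and 4 settings that leave out a library in Ensifer, the 6 libraries (253) and 1 such setting in Rhodococcus, whole-community TMM (122) in Sinorhizobium and 1 such setting in Variovorax. From 8 to 12 weeks they were whole-community TMM (44) in Rhodococcus and 1 setting that leaves out a library in Sinorhizobium. For the percentages only 1 setting in Rhodococcus did, without a library. The other alternatives did not. DESeq2 on the 12 libraries called 1430 DEGs over the 24 comparisons between later time points, where Table S6 holds 2581, and gave the same count in 0 of the 24. With DESeq2 on the 9 later libraries and the adjusted p alone, chosen after the values were seen, Rhodococcus had 390 from 4 to 12 weeks, but Neorhizobium had 107 where the paper has 252 and Dyadobacter 48 where it has 88. Over the 24 comparisons this setting called 1473 where Table S6 holds 2581, and it gave the same count in 0 of them, so it does not give the paper's counts.

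The percentage that the paper's text gives for Sinorhizobium from 4 to 12 weeks, with 7 genes, is that of 8 to 12 weeks in Table S6, where the cell for 4 to 12 weeks holds 113. For this comparison the paper names Variovorax and Rhodococcus as highest and Sinorhizobium and Streptomyces as lowest. Here Variovorax is also the highest and Streptomyces the lowest, with Neorhizobium (2.55%) second and Dyadobacter (0.388%) second lowest. From 0 to 4 weeks the paper's text puts Streptomyces above Dyadobacter and Table S6 the reverse. Here edgeR gives 12.0% for Streptomyces and 10.4% for Dyadobacter, and DESeq2 15.5% and 16.9%, and edgeR without 0 weeks replicate B or E also puts Dyadobacter above Streptomyces. Table S6 gives fewer genes per species than the counts hold, from 4407 against 4528 in Sphingopyxis to 7622 against 8355 in Neorhizobium, so the same count makes a lower percentage here. Fig. S6 shows Streptomyces with the highest counts per genome size in each sample. Here Rhodococcus has the highest mean counts per gene at each time point, with 363 at 0 weeks, and Streptomyces has 40.1. The paper states that the Streptomyces chitinase had its maximum at 12 weeks. Here G1_CDS.2626 was highest at 12 weeks as CPM of the library (4.42) and, on the means of the libraries, at 8 weeks as CPM of Streptomyces (66.9, against 60.3 at 12 weeks). On the pooled counts it was highest at 12 weeks within Streptomyces too (85.2, against 81.4 at 8 weeks), as was the mean of the 2 chitinase genes together (75.1, against 66.9), so the time of the maximum within the species is not settled.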

Other observations

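The test on the leading gene of each species was chosen only after its values were seen, as were the settings with every library thinned to one total and with 0 and 4 weeks thinned to one total per species. The other tests of this part were set up before their outcomes were seen.

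The percentage of DEGs from 0 to 4 weeks went with the number of counts of the species. Over the 8 species, the percentage and log10 of the mean count in the libraries of 0 and 4 weeks had a Pearson r of 0.721 (exact permutation test, p = 0.0446, Benjamini-Hochberg adjusted over 5 relations 0.112) and a Spearman rho of 0.619 (p = 0.115, adjusted 0.288). Without Rhodococcus and Sinorhizobium, the 2 species farthest from the median count, r was 0.409, so the relation rests in part on them. With DESeq2 r was 0.813 (exact permutation test, p = 0.0148, adjusted 0.0739) and 0.662 without the same 2 species. Neither passes the adjustment. The 8 species share the same libraries and are not independent samples of soil. If depth set which species had the highest percentages, the order would change with one total for all species. With all species thinned to 23754 counts in each library of 0 and 4 weeks, 1 of Rhodococcus, Variovorax and Ensifer stayed among the 3 highest percentages (Ensifer) and the summed DEGs were 2812, the order was led by Sphingopyxis, and r was −0.208 (exact permutation test, p = 0.619, adjusted 0.619). Depth may therefore explain a part of the order of the species. The percentages have all genes of the species as their base, so the order at one total also reflects how many genes passed the filter. Of the genes tested there, 345 of 398 were DEGs in Rhodococcus and 365 of 540 in Sphingopyxis. Only totals were matched: G7_CDS.6695 alone took 23.8% of the Dyadobacter counts at 0 weeks and 44.0% at 4 weeks, and 312 genes of Dyadobacter were tested in this setting, so its place as the lowest is not shown at equal depth for its other genes. Gene length and reads shared between similar genes were not tested, and a biological difference between the species remains open.

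More DEGs were called from 0 to 4 weeks than from 4 to 12 weeks, and the libraries of week 0 were also the deepest. With every library thinned to the same total, the summed DEGs from 0 to 4 weeks were 15.3 times those from 4 to 12 weeks, and without the 10 most abundant genes of each species they were 17.3 times as many, so neither depth of the library nor a few abundant genes accounts for the difference. The paper states that tubes were frozen at each time point and extracted after the whole experiment, and the time in storage, which differs between time points, was not tested. Neither was the change of temperature, since week 0 was taken after 5 days at 4 °C and the later time points at 20 °C. For the comparison of week 0 with the 9 later libraries, 1 of 100 splits drawn, the real one, gave as many DEGs, and the largest other split gave 4130, so chance is excluded for the difference of week 0 from the later time points. For 0 against 4, 8 or 12 weeks, and for 4 against 8, 4 against 12 and 8 against 12 weeks, 1 of 10 splits gave as many summed DEGs, and so did each of the 8 species from 0 to 4 and from 4 to 12 weeks. The 10 splits of 3 against 3 libraries cannot by themselves exclude chance. For 0 against 4, 8 or 12 weeks and for 4 against 12 weeks none of the other splits called a DEG, while for 4 against 8 and 8 against 12 weeks the largest other split gave 73 and 15. Of the genes called from 0 to 4 weeks at both doses, which share no library, 98.9% went the same way, and this argues against chance for that change.

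Rhodococcus kept the highest mean share at 4 of 4 time points without the 10 most abundant genes of each species, so those genes alone do not account for its lead. A lead that vanishes at 4 and 8 weeks under the median over genes, where it was −17.1 and −4.77 percentage points, is consistent with a lead carried by more of its highly expressed genes.

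Single genes took large shares of the counts of their species. G16_CDS.7394 took 3.49% of the Rhodococcus counts at 0 weeks on average and 31.2% at 12 weeks, with 55.6% in replicate D and 16.8% in the lowest library, and G14_CDS.5506 took 7.28% of the Sinorhizobium counts at 0 weeks and 50.7% at 12 weeks, with up to 76.9% in a library. G7_CDS.6695 took 23.8% of the Dyadobacter counts at 0 weeks, 44.0% at 4 weeks, 33.9% at 8 weeks and 22.1% at 12 weeks, so its share was not higher at the end than at the start. At the lower dose the course of G16_CDS.7394 and G14_CDS.5506 differed. There G16_CDS.7394 took 1.04% at 0 weeks, 22.6% at 4 weeks, 35.0% at 8 weeks (3.52% to 83.7% in single libraries) and 7.80% at 12 weeks. G14_CDS.5506 took 2.98%, 30.5%, 41.5% and 19.1% at these time points, and G7_CDS.6695 took 3.17%, 17.3%, 11.4% and 15.6%. The mean share of G7_CDS.6695 was thus highest at 4 weeks at both doses, but at the lower dose it ended above its start. These genes were singled out after their values were seen. If the depletion of rRNA had left such RNA in amounts that differ between libraries, the shares of the leading genes of the 8 species would rise and fall together. Over the 9 later libraries, centred within time points, their mean correlation between species was −0.0445 (one-sided permutation test, p = 0.648), and at the lower dose it was −0.0669 (p = 0.743). That mean covers all pairs of the 8 species, whereas G16_CDS.7394 and G14_CDS.5506 went together. At each later time point of both doses the same library held the highest share of both. At the higher dose replicate D of 12 weeks held 55.6% and 76.9%. At the lower dose replicate D of 8 weeks held 83.7% and 85.2%. This pair, picked after its values were seen, goes with the depletion. The 9 libraries leave a wide margin, and the depletion could act on each species differently. The depletion and a biological change in expression therefore cannot be told apart for these genes. What these genes encode is not known here.

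G5_CDS.1705 of Neorhizobium, which the paper names beside NagZ/HexaB proteins, had 283 counts at 0 weeks, 6 at 4 weeks, 18 at 8 weeks and 8 at 12 weeks. The paper calls the transcription of nagZ/hexaB constitutive in most species, without naming Neorhizobium, and the few counts after 0 weeks do not decide this. As CPM of Neorhizobium this was 91.2 ± 9.66 (SD, n = 3) at 0 weeks and 46.3 ± 42.5 at 4 weeks, a 0.508-fold change (exact permutation test, p = 0.1, the smallest possible) that rests on the 6 counts at 4 weeks, with 0.304 without 4 weeks replicate C and 0.762 without 4 weeks replicate D. As CPM of the library it was 0.0619-fold (0.0288 to 0.0928 with a library left out), where the fall in the share of the species enters. At the lower dose the means within Neorhizobium were 41.3 ± 5.24 (SD, n = 3) at 0 weeks and 40.8 ± 30.3 at 4 weeks, where the gene had 5 counts, so no fall within the species was detectable there at this depth. From 4 to 8 weeks the fold within the species at the higher dose was 3.06, with 5.12 without 4 weeks replicate C.

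At 4 weeks replicate D stood apart in composition, with 25.7% Rhodococcus where the other replicates had 54.7% and 58.2%. At 12 weeks replicate D had the fewest counts of all libraries, 858776, and 31577 genes with counts. No test for outliers was made.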
